# Lnc*PLAAT3*-AS Regulates *PLAAT3*-Mediated Adipocyte Differentiation and Lipogenesis in Pigs through miR-503-5p

**DOI:** 10.3390/genes14010161

**Published:** 2023-01-06

**Authors:** Zhiming Wang, Jin Chai, Yuhao Wang, Yiren Gu, Keren Long, Mingzhou Li, Long Jin

**Keywords:** primary adipocyte cells, adipose tissue, lncRNA-AS, RNA-seq

## Abstract

Animal fat deposition has a significant impact on meat flavor and texture. However, the molecular mechanisms of fat deposition are not well understood. Lnc*PLAAT3*-AS is a naturally occurring transcript that is abundant in porcine adipose tissue. Here, we focus on the regulatory role of lnc*PLAAT3*-AS in promoting preadipocyte proliferation and adipocyte differentiation. By overexpressing or repressing lnc*PLAAT3* expression, we found that lnc*PLAAT3*-AS promoted the transcription of its host gene *PLAAT3*, a regulator of adipocyte differentiation. In addition, we predicted the region of lnc*PLAAT3*-AS that binds to miR-503-5p and showed by dual luciferase assay that lnc*PLAAT3*-AS acts as a sponge to absorb miR-503-5p. Interestingly, miR-503-5p also targets and represses *PLAAT3* expression and helps regulate porcine preadipocyte proliferation and differentiation. Taken together, these results show that lnc*PLAAT3*-AS upregulates *PLAAT3* expression by absorbing miR-503-5p, suggesting a potential regulatory mechanism based on competing endogenous RNAs. Finally, we explored lnc*PLAAT3*-AS and *PLAAT3* expression in adipose tissue and found that both molecules were expressed at significantly higher levels in fatty pig breeds compared to lean pig breeds. In summary, we identified the mechanism by which lnc*PLAAT3*-AS regulates porcine preadipocyte proliferation and differentiation, contributing to our understanding of the molecular mechanisms of lipid deposition in pigs.

## 1. Introduction

In recent years, genome annotation has identified many lncRNAs, although the functions of most of these lncRNAs are still unknown [1]. Some antisense lncRNAs have been demonstrated to have functions. For example, the *ZFPM2* antisense RNA 1 (*ZFPM2*-AS1) lncRNA has been reported to regulate the migration and invasion of hepatocellular carcinoma cells by mediating the miR-139/GDF10 axis [2]. *GAS6* antisense RNA 1 (*GAS6*-AS1) regulates cell proliferation and invasion in clear cell renal cell carcinoma (*ccRCC*) by mediating the AMPK/mTOR signaling pathway, suggesting that *GAS6-*AS1 may be a potential therapeutic target in *ccRCC* [3]. *Nqo1*-AS1 upregulates Nqo1 expression by binding to the *Nqo1* 3′UTR and increasing *Nqo1* mRNA stability, thereby attenuating cigarette smoke-induced oxidative stress [4]. Although many studies have been conducted on antisense lncRNAs [5], the role of lncRNAs in porcine adipogenesis remains largely unknown.

Pigs are an essential animal in the agricultural economy and an important source of meat worldwide [6]. In addition, domestic pigs are essential model animals that are frequently used in medical research due to having a similar genome size, gene structure and function, anatomical structure of the digestive organs, metabolic patterns, visceral organ metabolism, and dietary habits (omnivorous diet) to humans [7,8]. In nutritional, metabolic, and cardiovascular studies, as well as in several other areas of biomedical research, pigs have proven to be valuable animal models [9].

It has been previously reported that the knockdown of *PLAAT3* significantly inhibits lipid deposition in mice [10]. Previous studies have shown that lnc*PLAAT3*-AS enhances *PLAAT3* mRNA stability by forming an RNA–RNA dimer with the *PLAAT3* transcript [11]. However, there is no direct evidence of a specific regulatory role for lnc*PLAAT3*-AS in adipogenesis or for the associated molecular mechanisms. To analyze the role of lnc*PLAAT3*-AS in lipogenic differentiation, we overexpressed or knocked down lnc*PLAAT3*-AS in porcine primary preadipocytes. The results from these experiments showed that lnc*PLAAT3*-AS regulates the expression of cell cycle-related genes and promotes the differentiation of preadipocytes. lnc*PLAAT3*-AS promoted adipocyte differentiation by acting as a sponge for miR-503-5p, thereby repressing the activity of this miRNA and promoting the increased expression of *PLAAT3*. In conclusion, our findings demonstrate the molecular mechanism by which a lncRNA regulates adipogenesis and provide a potential molecular approach to improving lean muscle mass in livestock production by inhibiting fat deposition.

## 2. Materials and Methods

### 2.1. Ethics Statement

All procedures involving animals in this study were managed and operated in strict accordance with the Regulations for the Management of Laboratory Animal Affairs (Ministry of Science and Technology, Beijing, China, June 2004) and were also approved by the Animal Care and Use Group Institution, College of Animal Science and Technology, Sichuan Agricultural University, China, under license number NO.20210162.

### 2.2. Cell Culture and Differentiation

The piglet was humanely killed and the fat tissue from the backs of the female Rongchang piglets was collected to obtain preadipocytes. After removing the soft tissue and small tubes, the remaining fat tissue was washed three times with phosphate-buffered salt water (PBS, Gibco, Carlsbad, CA, USA). Next, about 60 g of the fat tissue was quickly minced and digested at 37 °C for 1 h with 0.25% type I collagenase (Invitrogen, Carlsbad, CA, USA). The digested tissue solution was then centrifuged at 1000 rpm for 8 min. The cells were passed through 100 um strainers, and the pellet (containing cleaned preadipocytes) was resuspended in Dulbecco’s changed Eagle medium (Gibco, Carlsbad, CA, USA) containing 20% fetal calf serum (Gibco, Carlsbad, CA, USA). The preadipocytes were cultured containing 5% CO^2^ and maintained at 37 °C. When preadipocytes reached 80% confluence, they were digested with trypsin and passaged in new neo-culture plates. After the preadipocytes had grown and spread to an appropriate density in the cell culture plates, they were treated with insulin (Sigma, Saint Louis, MI, USA), 3-isobutyl 1-methylxanthine (Sigma, Saint Louis, MI, USA), and dexamethasone (Sigma, Saint Louis, MI, USA) to induce differentiation of the preadipocytes into mature adipocytes [12]. All cell experiments were repeated three times independently, and the cells used on all three occasions were from the same pig.

### 2.3. Cell Transfection

Cells were transfected using lipofectamine 3000 (Lipo3000, Invitrogen) according to the manufacturer’s instructions, with opti-MEM (Gibco, Carlsbad, CA, USA) as an auxiliary transfection reagent. Taking 6-well plates containing 2 mL of medium per well as an example, 100 µL of opti-MEM was first incubated with 5 µL of Lipo3000, separately, for 5 min. Subsequently, the two solutions were combined and incubated for 10 min, after which the combined solution was added to the culture medium to transfect the cells.

### 2.4. Western Blot Assay

Cells were collected from six-well plates using a cell spatula. The extracted protein was isolated using a radio immunoprecipitation assay (RIPA) kit (Bio-Rad, Hercules, CA, USA). After the proteins were extracted, the BCA kit was used to determine their concentration. Absin-prepared SDS-PAGE gels (Absin Bioscience Inc., Shanghai, China) were used to separate the proteins. Using a BIO-RAD protein transfer machine, the products were then transferred onto polyvinylidene difluoride membranes and incubated with primary antibodies. Protein bands were detected using ECL (Service) and visualized using the ECL Western Blot Detection Kit (Thermo Scientific, Rockford, IL, USA) and the Image Quant LAS 4000 kit (GE HealthCare, Chicago, IL, USA). All western blotting experiments were repeated at least three times.

### 2.5. Luciferase Reporter Assay

Wild type (WT) and MUT lncPLAAT3-AS plasmids were constructed using the pcDNA3.1 vector. They were transfected with miR-503-5p mimics, miR-503-5p inhibitor, miR-503-5p mimics negative control (mimics NC), and miR-503-5p inhibitor negative control (inhibitor NC) using the lipofectamine 3000 reagents into PK15 cells as described in Section 2.4. After 48 h, the samples were collected, and the fluorescence strength was detected using the Dual-Glo Luciferase Assay System (Promega, Madison, WI, USA) following the manufacturer’s instructions.

### 2.6. Assessment of Cell Proliferation via CCK-8 and EdU Assays

The growth and spread of cells were detected using the Cell Counting Kit 8 (CCK-8, Biosharp, Hefei, China) and 5-ethynyl-20-deoxyuridine (EdU, Ribobio, Guangzhou, China). After transfection, 10 μL of CCK-8 reagent was added to each well of the cell culture plate, and the absorbance at 450 nm was measured after 24 h. Preadipocytes were seeded in 12-well plates for the EdU assay. Following transfection, 100 mL of 50 mM EdU reagent was added to each well and grown for at least 24 h before images were taken with a Nikon TE2000 microscope (Nikon, Tokyo, Japan).

### 2.7. RNA Isolation and Reverse Transcription

Trizol (Invitrogen) was used to extract the total RNA from cells. The total RNA was reverse transcribed to cDNA using the HiScript III RT Super Mix (Vazyme, Nanjing, China), oligo-dTs according to the manufacturer’s instructions. Denaturing gel electrophoresis and spectrophotometry (Thermo, Waltham, MA, USA) was used to measure RNA mass and concentration, and the final product was diluted to the appropriate volume with water.

### 2.8. Real-Time Quantitative PCR

Taq Pro Universal SYBR qPCR Master Mix reagents (Vazyme, Nanjing, China) were used for real-time quantitative PCR (RT-qPCR). Primer5 software was used to design RT-qPCR primers, and their sequences are shown in Table 1. RT-qPCR was performed on a Bio-Rad CFX96 Real-Time PCR detection system. Each sample was analyzed in triplicate. The relative expression levels of each gene tested within the samples were calculated using the 2^−ΔΔCT^ method.

### 2.9. Oil Red O Staining

After induction of adipogenesis, cells were washed two to three times with PBS (Gibco, Carlsbad, CA, USA) and then fixed for 30 min in 4% paraformaldehyde. The samples were rinsed twice with 60% isopropanol and dried for 30 min before being treated with 1 mL of the oil red O dye working solution. A microscope was used to observe the oil red O staining after adding 1 mL PBS (Gibco, Carlsbad, CA, USA) to the culture plate.

### 2.10. RNA-Seq and Collection of Sequencing Data

Ampure XP beads (Beckman Coulter, Brea, CA, USA) were used to purify the PCR-amplified cDNA fragments with adapters. The switching mechanism at the 5′ end of the RNA transcript primer with oligo(dG) at the 3′ end was added in advance to the cDNA synthesis reaction. The switching mechanism at the 5′ end of the RNA transcript primer oligo(dG) pairs with the protruding C’s at the end of the synthetic cDNA to form an extension template for the cDNA, and the reverse transcriptase automatically switches the template to use the SMART primer as an extension template to continue extending the cDNA strand to the end of the primer. All resulting cDNA strands have an oligo(dT)-containing primer sequence at one end and a known SMART primer sequence at the other end, which can be amplified using universal primers after the second strand has been synthesized. A Bioanalyzer Agilent Technologies 2100 (Agilent Technologies, Santa Clara, CA, USA) was used to validate the cDNA library. Following heat-denatured PCR products, splint oligos were used to circularize them. The final library was considered to be the single-stranded circular DNA. After the final library was amplified with phi29 (Thermo Fisher Scientific, Waltham, MA, USA), over 300 copies of each molecule were produced as DNA nanoballs (DNBs) [13,14]. A Bioanalyzer Agilent Technologies 2100 was used to validate the cDNA library. Following heat-denatured PCR products, splint oligos were used to circularize them. The final library was considered to be the single-stranded circular DNA. After the final library was amplified with phi29 (Thermo Fisher Scientific, Waltham, MA, USA), over 300 copies of each molecule were produced as DNBs. The DNBs loaded into the patterned nanoarray were read using the BGISEQ500 platform (BGI, Shenzhen, China).

FAStQC software (Version 0.11.9) was used to quality control (QC) the raw data obtained from sequencing, and the Q30 values and gas chromatograph (GC) content of the sequencing data were calculated. Hisat software (Version 2 2.2.1) was used to perform genome alignment of the clean reads, and 90.55–91.20% could be aligned to the reference genome, indicating valid reads and good sequencing results. The differentially expressed genes were characterized, and Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) functional enrichment analyses were performed

A total of seven Chinese pig breeds were downloaded, including Chenghua, Neijiang, Tibetan, Qingyu, Wujin, Yacha, and Yanan, and one Western breed, Yorkshire. RNA-seq data were downloaded from the National Library of Medicine database (https://www.ncbi.nlm.nih.gov/geo/, accessed on 20 July 2022, accession numbers SRP090525) [15,16].

### 2.11. Data Analysis and Statistics

At least three independent replicates were performed for each experiment. MRNA and miRNA expression levels were calculated using the 2^−ΔΔCt^ method, and data are presented as the mean ± SEM of each group. ANOVA and Student’s *t*-test were applied to assess the differences in expression levels between groups using GraphPad Prism 8.0 (GraphPad Software), with *p* < 0.05 considered significant and *p* < 0.01 highly significant. A * indicates significant differences, and ** indicates highly significant differences.

## 3. Results

### 3.1. LncPLAAT3-AS Regulates Porcine Primary Preadipocyte Proliferation

To assess the role of lnc*PLAAT3*-AS in porcine primary preadipocyte proliferation, we transfected porcine primary preadipocytes with a lnc*PLAAT3*-AS overexpression plasmid or siRNA-lnc*PLAAT3*-AS. As shown in Figure 1A, lnc*PLAAT3*-AS expression was significantly decreased after transfection with siRNA-lnc*PLAAT3*-AS and significantly increased after transfection with the lnc*PLAAT3*-AS overexpression plasmid compared with the negative control (*p* < 0.01). Next, we performed an EdU and proliferation assay and found that the percentage of EdU-positive cells increased after overexpression of lnc*PLAAT3*-AS, while transfection with siRNA-lnc*PLAAT3*-AS siRNA had the opposite effect. The results from the CCK-8 assay results were similar: the cell fluorescence value at 450 nm increased by 50% after overexpression of lnc*PLAAT3*-AS compared with the negative control (*p* < 0.01) (Figure 1B,D). We then examined the expression of genes involved in cell proliferation and apoptosis by RT-qPCR results and found that *CCND1*, *CCNE1*, and *CDK4* were significantly upregulated after transfection with the lnc*PLAAT3*-AS overexpression plasmid compared with the negative control, while transfection with siRNA-lnc*PLAAT3*-AS had the opposite effect (*p* < 0.01). In addition, lnc*PLAAT3*-AS overexpression resulted in a significant decrease in the expression of cell cycle protein-dependent kinase inhibitor (*p53*), a marker of inhibited cell proliferation (*p* < 0.01) (Figure 1C). Taken together, these results suggest that lnc*PLAAT3*-AS plays a role in promoting the proliferation of porcine primary preadipocytes.

### 3.2. LncPLAAT3 Promotes Porcine Primary Preadipocyte Differentiation

To assess the role of lnc*PLAAT3*-AS in porcine preadipocyte differentiation, we transfected porcine primary preadipocytes with one of the three constructs described in Section 3.1 and then induced lipogenic differentiation for 8 days. As shown in Figure 1E, oil red O staining demonstrated that inhibition of lnc*PLAAT3* expression significantly reduced lipid droplet formation compared with the negative control group, while overexpression of lnc*PLAAT3*-AS had the opposite effect. To confirm these results, we examined the expression levels of *CEBPα*, *PPARγ*, and *FABP4*, which are markers of adipocyte differentiation [17]. We found that transfection with the lnc*PLAAT3*-AS overexpression vector significantly enhanced the expression of all three of these genes, while transfection with the siRNA inhibited their expression (Figure 1F). These suggest that lnc*PLAAT3*-AS promotes adipocyte differentiation. In addition, we examined the expression of genes related to fatty acid synthesis (*ACS* and *ACADL*) [18] and fatty acid oxidation (*DGAT* and *FAS*). As expected, *ACS* and *ACADL* expression were significantly increased and *DGAT* and *FAS* expression were significantly decreased in the lnc*PLAAT3* overexpression group compared to the control group, while the opposite effect was observed in the siRNA-treated group (Figure 1F). These experimental results were further validated at the protein level within the samples (Figure 1G). Based on the above results, it is reasonable to conclude that lnc*PLAAT3*-AS promotes preadipocyte differentiation.

### 3.3. Differences in Gene Expression in Adipocytes after lncPLAAT3 Overexpression or Knockdown

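Primary preadipocytes, the fibroblast-like precursors of fat cells, were taken from pig back fat and profiled by bulk RNA sequencing on a BGISEQ500 instrument, which reads the RNA of a whole culture without separating its cells. There were 3 groups of 3 libraries: cells transfected with a plasmid that carries lnc*PLAAT3*-AS (overexpression), cells transfected with an siRNA against it (siRNA), and a control group that served both comparisons. The paper's text calls the control group a negative control, and the legend of Figure 1 names an si-NC construct for the experiments of that figure. The control libraries carry an inhibitor control's name in Figure S1A and are a blank control in the description of the series. A library of cells with an empty plasmid was not analysed here. The sample labels place all libraries at day 8 of adipogenic differentiation, and the paper's text gives no time for them. Groups were taken from the sample labels. Lnc*PLAAT3*-AS itself was not analysed here, so its level could not check those labels. The series describes biological replicates, and the paper states that all cell experiments were repeated 3 times independently with cells of the same pig, so p-values measure the spread between these samples of 1 animal.

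*COL1A1*, a chain of collagen I, was the most abundant transcript of the control libraries at 48646 CPM (counts scaled to the same library size), followed by *FN1* and *COL1A2*, which encode other proteins of the fibroblast matrix. Of 19 adipocyte markers in the file, 11 had enough counts to be tested. Among them *LPL*, the lipoprotein lipase, was the highest in the control libraries at 65.1 ± 8.30 CPM (SD, n = 3). *ADIPOQ*, which encodes the hormone adiponectin, had 11 counts over the 3 control libraries, 9 over the 3 overexpression libraries and 0 over the 3 siRNA libraries.

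The authors aligned the reads with HISAT and deposited, for each of 16562 genes and each library, an estimated count and an FPKM value (a count scaled by gene length and library size). The tool that counted reads, the annotation, the use of strand and the test for differential expression are not given in the sources used here. The paper's methods describe cDNA made from an oligo(dT) primer by template switching, and the labels describe removal of ribosomal RNA. Counts summed to between 17099182 and 17434444 per control library (median 17109555), between 17276056 and 17495882 per overexpression library (median 17428159) and between 16724902 and 17130200 per siRNA library (median 16748933). Of all count values, 5.38% were not whole, and all were rounded. Levels are CPM after TMM normalization. A gene was tested with edgeR's quasi-likelihood test in 1 fit of all 9 libraries where the default expression filter kept it, which left 12721 genes, and p-values were adjusted by the Benjamini-Hochberg method over these genes. The scale and test, the count filter and the fold threshold are choices that could change the numbers. Replicates of a group differed by more than the sampling noise of their counts. The variance between 2 libraries was 5.25 to 13.0 times that noise in the control group, 4.61 to 8.37 times in the siRNA group and 1.41 to 1.60 times in the overexpression group. The overexpression libraries lay closest to each other, and whether their spread is that of separate cultures is not known.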

To characterize the regulatory role of lnc*PLAAT3*-AS in primary preadipocytes, we performed RNA-seq analysis of cells in which lnc*PLAAT3*-AS was overexpressed or knocked down, as well as the negative control, with each sample yielding an average of 6.72 G of data (Figure S1A,B and Table S1). The correlation coefficient and principal component analyses showed a clear separation among the three groups (Figure 2A,B). 

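The siRNA libraries stood apart from both other groups, and the overexpression libraries were the most alike among themselves. On the first principal component of log2 CPM, which held 75.7% of the variance, the siRNA libraries lay at 73.6 ± 0.970 (SD, n = 3), the control libraries at -26.7 ± 4.15 and the overexpression libraries at -47.0 ± 0.200. The second component, with 15.2% of the variance, parted the control libraries at -31.0 ± 5.50 from the overexpression libraries at 25.7 ± 0.957, with the siRNA libraries between them at 5.33 ± 1.94. *DES*, which encodes the muscle filament desmin, followed the first component, with 724 ± 79.0 CPM in the control, 1354 ± 25.9 after overexpression and 0.731 ± 0.182 after siRNA (SD, n = 3 each). *PTGS2*, the inducible enzyme of prostaglandin synthesis, stood at 52.5 ± 19.4, 27.8 ± 1.54 and 2275 ± 91.1 CPM in the same order of groups.

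Across all 16562 genes, Pearson correlations of log10(FPKM + 1) lay between 0.996 and 0.999 for libraries of one group. They lay between 0.985 and 0.990 for a control and an overexpression library, between 0.964 and 0.967 for a control and an siRNA library, and between 0.957 and 0.958 for an overexpression and an siRNA library. These are correlations across genes, which are not independent replicates. Every pair within a group correlated more closely than every pair between groups. For 57.1% of tested genes all 3 overexpression libraries lay on one side of all 3 control libraries. This share was 61.3% for siRNA and control and 72.5% for overexpression and siRNA, where chance gives 10%.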

Compared with the negative control group, there were 824 differentially expressed genes (DEGs) in the lnc*PLAAT3*-AS overexpression group and 2219 DEGs in the lnc*PLAAT3*-AS siRNA group (Figure 2C,D, Figure S2A, and Table S2). 

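After overexpression of lnc*PLAAT3*-AS, 332 genes were at least 2-fold higher and 241 at least 2-fold lower than in the control at an adjusted p under 0.05, which makes 573 of 12721 tested. After siRNA, 976 genes were higher and 956 lower, which makes 1932. With limma on log2(FPKM + 1), 200 and 989 genes changed. The genes with the largest changes are named here among changed genes with a symbol, a mean of at least 5 CPM over the libraries compared and no overlap between the groups. Interferon-induced genes were among the largest rises after overexpression within these limits. *MX2*, an antiviral GTPase, had a log2 fold change of 4.43 (standard error 0.189, adjusted p = 2.43e-12 from edgeR's quasi-likelihood test), and *HERC5*, which attaches *ISG15* to other proteins, one of 4.05 (adjusted p = 1.19e-14). *ISG15* itself rose by 4.32 and *LGALS9*, which encodes galectin-9, by 4.17. *RPP14* had a log2 fold change of 6.58 but is uncertain, since it may share reads with another gene. Without control replicate 1 the control had no count for *RPP14*, which was then at least 240-fold higher. Within the same limits, the largest falls after overexpression were those of *CYP1A1*, an enzyme of xenobiotic metabolism, of complement *C3* (log2 fold change -4.24), of the acute-phase gene *SAA3* (-3.18, uncertain because it may share reads with another gene), of *CFD* (-3.13) and of the ribosomal protein gene *RPS29* (-2.81). *CYP1A1* varied between the control libraries (33.3 ± 28.1 CPM, SD, n = 3), and its log2 fold change of -7.39 (adjusted p = 0.0328) did not pass with the 2 compared groups only (adjusted p = 0.0593), with the replicate number as a block (0.0949), with the overexpression libraries summed to 1 (0.190) or without control replicate 1, control replicate 2 or any 1 overexpression replicate (adjusted p = 0.0738 to 0.098). Over all alternatives but limma, which is left out of every such range of a single gene, its adjusted p lay between 9.12e-11 and 0.190.

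After siRNA, the chemokine genes *CXCL10* and *CXCL8* rose by 9.09 and 7.95 on the log2 scale (adjusted p = 5.02e-22 and 1.68e-08 from edgeR). *PCSK1*, a prohormone convertase, rose by 7.63, or 9.83 without control replicate 3, *MX2* by 7.51 and *CSF3*, a granulocyte growth factor, by 6.99. Within the same limits *DES* had the largest fall, with a log2 fold change of -9.94 (standard error 0.132). It was followed by the carbonic anhydrase gene *CA4* (-6.36, or -6.99 without siRNA replicate 2), *FNDC1* (-5.87), *CPXM2* (-5.80, or -6.50 without siRNA replicate 3) and the Wnt modulator *SFRP2* (-5.66).

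Both comparisons use the same control libraries. There were 114 genes higher in both, 27 lower in both, 90 higher after overexpression and lower after siRNA, and 86 lower after overexpression and higher after siRNA. Genes lower in both numbered 59 without siRNA replicate 3, 52 with no filter and 41 with the exact test. Genes higher after overexpression and lower after siRNA numbered 59 with the 2 compared groups only and with the exact test. With limma on log2(FPKM + 1) the counts were 64, 4, 13 and 23. Independent lists of these sizes would share 25.5, 18.1, 25.0 and 18.5 genes. In 50 simulated draws of unchanged groups against the same controls, at most 1 gene changed the same way in both. At most 2 genes changed in either comparison of a draw, so a small overlap had to follow. The draws cannot show what shared controls add among genes that do change. Part of the excess of genes that moved the same way may come from the shared controls.

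**Figure D1:**
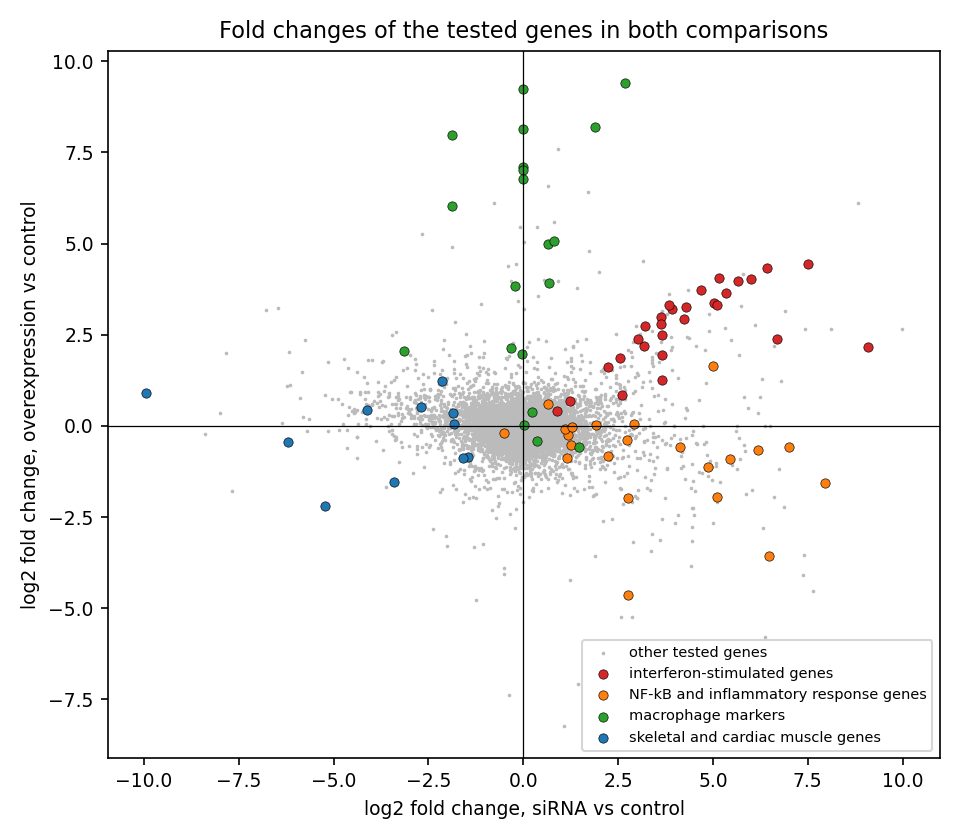
Log2 fold change after siRNA against control (horizontal axis) and after overexpression against control (vertical axis), with 1 point per tested gene (n = 3 libraries per group). Coloured points are interferon-stimulated genes (red), NF-kB and inflammatory response genes (orange), macrophage markers (green) and skeletal and cardiac muscle genes (blue), and grey points are all other tested genes.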

The potential functions and signaling pathways of all DEGs were determined by GO and KEGG enrichment analyses. 

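Genes of the interferon response and markers of macrophages rose together after overexpression of lnc*PLAAT3*-AS. Of 28 tested interferon-stimulated genes, 27 rose and 0 fell (27 and 0 adjusted over the list alone), with a median log2 fold change of 2.86. *IFIT3*, a member of an antiviral family, rose from 13.3 ± 6.44 to 219 ± 2.08 CPM (SD, n = 3 each). The list test (edgeR's camera with a preset correlation of 0.01) gave an adjusted p of 6.69e-88, and adjusted p = 0.0124 with an estimated correlation. Of 20 tested macrophage markers, 16 rose, 1 fell and 3 did not pass (17 rose and 2 fell adjusted over the list alone). Their median log2 fold change was 5.02, or 3.97 with the 7 members that had no count in the control at the lowest value their counts allow. *C1QA* and *C1QB*, chains of complement C1q, had 257 and 228 counts over the 3 overexpression libraries and 0 in the control, so they were at least 85.1-fold and 75.5-fold higher against a floor of 3 counts over the group. *SIGLEC1* was at least 36.7-fold and *CD163*, the hemoglobin scavenger receptor, at least 35.1-fold higher by the same floor. *CD14* fell (log2 fold change -0.43, adjusted p = 0.000563), while *TYROBP* was at -0.58 (adjusted p = 0.0778), *SPI1* at 0.38 (adjusted p = 0.0612) and *ITGAM* at 0.04 (adjusted p = 0.842). The list had an adjusted p of 1.61e-16 from camera, and adjusted p = 0.00158 with an estimated correlation. These markers are genes of another cell type than the cultured fibroblast-like cells, and the libraries are bulk RNA, so no cells were counted.

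Of 22 NF-kB and inflammatory response genes, 12 fell, 2 rose and 8 did not pass (13 fell and 2 rose adjusted over the list alone), with a median log2 fold change of -0.58. *VCAM1*, an adhesion molecule for leukocytes, fell (-1.99, adjusted p = 2.00e-11), as did the cytokine gene *IL1A* (-1.95, adjusted p = 4.59e-08), while the chemokine gene *CCL5* rose (1.63, adjusted p = 2.30e-09). The list's adjusted p was 0.00221, and adjusted p = 0.527 with an estimated correlation. Of 12 genes of the prostaglandin E2 pathway, 6 fell and 2 rose (7 and 2 adjusted over the list alone). They included the cyclooxygenase gene *PTGS1* (-1.77, standard error 0.0848, adjusted p = 1.22e-12) and the phospholipase gene *PLA2G4A* (-0.95, adjusted p = 6.80e-07), which had been put on the list after its values were seen in the first part of Table S1. This list had an adjusted p of 0.0101, and adjusted p = 0.365 with an estimated correlation. Of 16 smooth muscle and pericyte genes, 8 rose and 4 fell (8 and 4 adjusted over the list alone), among them the smooth muscle myosin gene *MYH11* (1.88, adjusted p = 5.78e-10) and *NOTCH3* (1.06, adjusted p = 5.33e-10). The adjusted p of 0.0365 for this list became 0.168 without control replicate 1, and it was adjusted p = 0.527 with an estimated correlation. Over all alternatives of camera it lay between 0.011 and 0.527, and fry, which tests a list against no change, gave an adjusted p of 0.00254.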

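*CD36*, a fatty acid transporter, was the largest riser among 11 tested adipocyte markers. It rose from 3.09 ± 0.311 CPM in the control to 13.4 ± 0.5 after overexpression (SD, n = 3 each), a log2 fold change of 2.11 (standard error 0.124, adjusted p = 3.17e-11 from edgeR's quasi-likelihood test). *ADORA1*, the adenosine A1 receptor, rose from 0.367 ± 0.12 to 0.749 ± 0.0537 CPM (log2 fold change 1.01, standard error 0.364, adjusted p = 0.0269). *TFPI*, an inhibitor of the coagulation pathway, fell from 0.484 ± 0.189 to 0.0962 ± 0.0879 CPM (log2 fold change -2.25, standard error 0.625, adjusted p = 0.00573). Without overexpression replicate 1, *TFPI* had 2 counts after overexpression, a ratio to the control of 0.119 (95% counting interval 0.0137 to 0.478). *CSF2*, the growth factor GM-CSF, had 9 counts in the control libraries and 0 after overexpression, at least 3.02-fold lower, with an adjusted p of 0.0501. Without control replicate 3 the control has 3 counts, which is at the floor, and no fold can be given. *NOS3*, the endothelial nitric oxide synthase, had 11 counts in the control and 1 after overexpression, a ratio of 0.0903 (95% counting interval 0.0021 to 0.621), and was under the filter. Its ratio was 0.165 without control replicate 1 and 0.136 without overexpression replicate 2, and no count after overexpression was left without overexpression replicate 1. The test of *ADORA1* did not pass with DESeq2 (adjusted p = 0.178), with no filter (0.0532) or without control replicate 2 (0.124, log2 fold change 0.78). It did not pass either without overexpression replicate 1, 2 or 3 (0.0649, 0.0863 and 0.0526) or with the overexpression libraries summed to 1 (0.0851). Over all alternatives but limma its adjusted p lay between 0.0193 and 0.178. *CSF2* passed with DESeq2 (0.0135), with no filter (0.0385) and with the replicate number as a block (0.0119). It also passed without control replicate 2 (0.0142), siRNA replicate 2 (0.0403) or siRNA replicate 3 (0.0223). Over all alternatives but limma its adjusted p lay between 0.0119 and 0.142.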

Upregulated genes in the lnc*PLAAT3*-AS overexpression group compared with the control group (such as *ADORA1*, *CCR5*, and *CD36*) were associated with an inflammatory response, cellular response to lipid, and regulation of lipid storage; downregulated genes in the lnc*PLAAT3*-AS overexpression group compared with the control group (such as *CSF2, TFPI*, and *NOS3*) were associated with a cellular response to lipopolysaccharide, lipid homeostasis, and positive regulation of lipid localization. Upregulated genes in the lnc*PLAAT3*-AS siRNA group compared with the control group (such as *ABL2, ADCY1,* and *ARG1*) were associated with a response to lipopolysaccharide and Semaphorin-plexin signaling, while downregulated genes in the lnc*PLAAT3*-AS siRNA group compared with the control group (such as *ACTC1, ACTN2,* and *ADGRB1*) were associated with cellular component morphogenesis (Figure 2E–H and Figure S2B,C). 

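Inflammatory genes rose and muscle genes fell after siRNA against lnc*PLAAT3*-AS. Of 22 NF-kB and inflammatory response genes, 21 rose and 1 fell (21 and 1 adjusted over the list alone), with a median log2 fold change of 2.76. *CCL20*, a chemokine, rose from 0.310 ± 0.288 to 28.1 ± 1.93 CPM (SD, n = 3 each; log2 fold change 6.47, or 7.53 without control replicate 3). *CXCL2*, another chemokine, rose by 6.18 but is uncertain because it may share reads with another gene. The list's adjusted p was 3.39e-34 from camera, and adjusted p = 0.0098 with an estimated correlation. All 28 interferon-stimulated genes rose (28 adjusted over the list alone), with a median of 3.88 (adjusted p = 1.52e-65, and adjusted p = 0.0138 with an estimated correlation). *RSAD2*, an antiviral enzyme, rose from 2.26 ± 1.67 to 235 ± 11.9 CPM. Of 12 genes of the prostaglandin E2 pathway, 7 rose and 4 fell (7 and 4 adjusted over the list alone; adjusted p = 4.90e-07, and adjusted p = 0.0306 with an estimated correlation). *PTGS1* rose by 3.35 and the prostaglandin exporter gene *ABCC4* by 3.18 (adjusted p = 1.73e-19 and 1.43e-18 from edgeR).

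All 11 tested skeletal and cardiac muscle genes fell (11 adjusted over the list alone), with a median of -2.70 (adjusted p = 4.39e-07, and adjusted p = 0.0306 with an estimated correlation). *MYL1*, a myosin light chain, had a log2 fold change of -6.19. Without siRNA replicate 3, *MYL1* had 1 count after siRNA, a ratio to the control of 0.00386 (95% counting interval 9.74e-05 to 0.0216). Of 16 smooth muscle and pericyte genes, 13 fell and 2 rose (13 and 3 adjusted over the list alone), with a median of -2.15 (adjusted p = 9.09e-26, and adjusted p = 0.0098 with an estimated correlation). *CNN1*, which encodes calponin, fell from 295 ± 22.4 to 16.8 ± 0.665 CPM, and *RGS5*, a pericyte marker, rose by 3.71, or 4.34 without control replicate 3.

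Of 27 semaphorins and plexins, which are guidance ligands and their receptors, 11 rose, 12 fell and 4 did not pass (11 and 12 adjusted over the list alone). *SEMA4D* rose (3.39, adjusted p = 2.18e-07), as did *SEMA3A* (1.85, adjusted p = 2.74e-13), while *PLXNA4* fell (-3.09, adjusted p = 2.98e-13). The list's median was -0.10, its mean 0.10 and the direction of its test up, with an adjusted p of 0.911.

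*ABL2*, a tyrosine kinase, rose from 16.1 ± 0.615 to 88.3 ± 6.19 CPM (SD, n = 3 each; log2 fold change 2.45, standard error 0.0762, adjusted p = 7.55e-17). *ARG1*, an enzyme of the urea cycle, rose from 0.793 ± 0.204 to 41.0 ± 10.1 CPM (5.68, standard error 0.272, adjusted p = 5.64e-09). *ADCY1*, an adenylate cyclase, had 22 counts over the siRNA libraries and 6 over the control libraries and was under the count filter. Cardiac actin *ACTC1* fell from 5.41 ± 3.36 to 0.139 ± 0.0358 CPM (-5.22, standard error 0.883, adjusted p = 0.00147). *ACTN2*, a muscle actinin, fell with a log2 fold change of -1.82 (adjusted p = 0.000123), and *ADGRB1*, an adhesion receptor, with one of -2.33 (adjusted p = 6.82e-07).

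**Figure D2:**
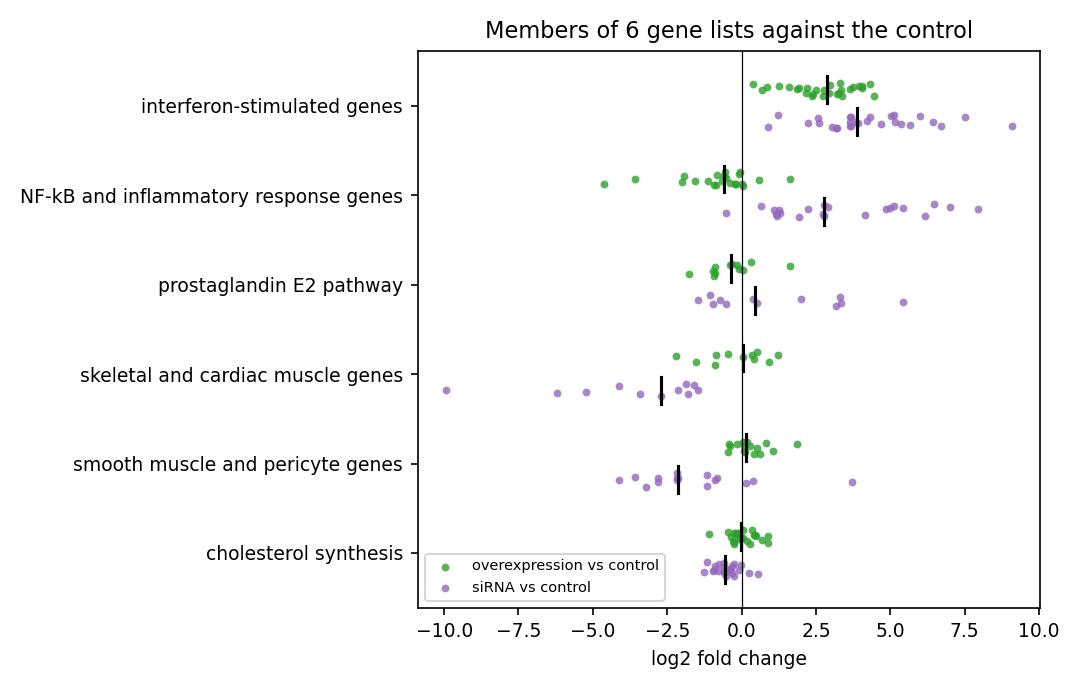
Log2 fold change against the control of the tested members of 6 gene lists, after overexpression (green) and after siRNA (purple), with 1 point per gene (n = 3 libraries per group). Short black bars mark the median of each list.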

Interestingly, 20 genes closely related to fat metabolism, such as *CD36*, *CD68*, *CCR5*, and *TREM2*, exhibited the same expression patterns as *PLAAT3,* indicating that *PLAAT3* plays an important role in adipogenesis (Figure 2I,J) [19,20,21,22]. For example, the scavenger receptor *CD36* participates in the high-affinity tissue uptake of long-chain fatty acids (FAs) and contributes to lipid accumulation and metabolic dysfunction in excess [18].

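*PLAAT3*, a phospholipase of fat cells, was lower after siRNA and close to the control after overexpression of lnc*PLAAT3*-AS. It stood at 10.8 ± 1.05 CPM in the control, 11.1 ± 0.399 after overexpression and 5.18 ± 0.175 after siRNA (SD, n = 3 each). Its log2 fold change was 0.04 after overexpression (standard error 0.0995, adjusted p = 0.749 from edgeR's quasi-likelihood test), -0.03 without control replicate 1, and -1.06 after siRNA (standard error 0.112, adjusted p = 5.80e-08). *PLAAT3* was 1.10 higher after overexpression than after siRNA (standard error 0.112, adjusted p = 2.24e-08). The use of strand in the counting is not stated, so reads of *PLAAT3* and of its antisense partner lnc*PLAAT3*-AS cannot be told apart.

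*CD36* rose after siRNA too, to 6.69 ± 0.732 CPM (log2 fold change 1.11, standard error 0.137, adjusted p = 4.95e-07), and was 1.00 higher after overexpression than after siRNA (adjusted p = 6.75e-08). *CD68*, a lysosomal protein of macrophages, rose after overexpression from 1.14 ± 0.196 to 4.99 ± 0.702 CPM (2.12, standard error 0.195, adjusted p = 3.11e-08). After siRNA it stood at 0.910 ± 0.1 CPM (-0.33, adjusted p = 0.317). *TREM2*, a lipid receptor of macrophages, had 25 counts over the overexpression libraries, 1 over the siRNA libraries and 0 over the control libraries, at least 8.27-fold higher after overexpression than in the control. *TREM2* is under the count filter, and like *CD68* it has its known expression in macrophages. From the genes of fat metabolism with the expression pattern of *PLAAT3* (Figure 2I,J), the paper concludes that *PLAAT3* plays an important role in adipogenesis.

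**Figure D3:**
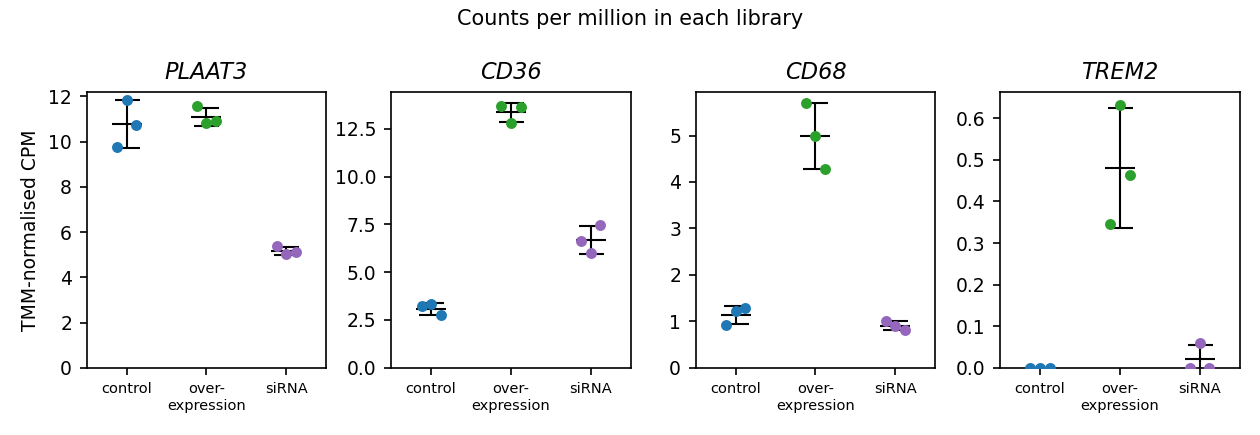
TMM-normalised CPM of *PLAAT3*, *CD36*, *CD68* and *TREM2* in each library of the control (blue), overexpression (green) and siRNA (purple) groups. Horizontal bars are means and error bars SD (n = 3 libraries per group).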

### 3.4. LncPLAAT3-AS Targets miR-503-5p during Adipocyte Differentiation

Numerous studies have shown that lncRNAs can regulate various cellular responses by sponging on miRNAs [3,4,6,23]. Therefore, we used a lncTar online prediction software (http://www.cuilab.cn/lnctar (accessed on 23 November 2022)) and a dual-luciferase reporter system to screen for candidate miRNA binding partners and identified miR-503-5p as a potential lnc*PLAAT3*-AS target gene (Figure 3A). To determine whether this was an authentic interaction, we assayed the chemiluminescence values of PK15 cells cotransfected with the wild-type and mutant lnc*PLAAT3*-AS vectors described above and an miR-503-5p mimic or an NC mimic, using an enzyme marker. As expected, the relative fluorescence values of the cells cotransfected with the miR-503-5p mimic and the lnc*PLAAT3*-AS-WT vector were significantly lower than those of the other three groups (Figure 3B,C). These results validated the target gene prediction for lnc*PLAAT3*-AS. Moreover, we verified the interaction between miR-503-5p and *PLAAT3* using a dual-luciferase reporter system and found that miR-503-5p targets *PLAAT3* (Figure 3D). Next, we asked whether miR-503-5p is involved in porcine preadipocyte proliferation and differentiation. Then, we performed the mock transfection of porcine preadipocytes or transfected them with miR-503-5p and mock NC, inhibitor, or inhibitor NC (Figure 3E) to examine whether miR-503-5p affects preadipocyte proliferation. Transfection with the miR-503-5p mimics significantly inhibited preadipocyte proliferation, while the inhibitor-treated group had the opposite response (Figure 3F). CCK-8 and EdU assays confirmed this observation (Figure S3A,B), as did fluorescence quantification of the expression of marker genes for proliferation and cell cycle progression (Figure S3C). We also analyzed the effect of transfection of porcine preadipocytes with an miR-503-5p mimic, an inhibitor, and separate control reagents on preadipocyte differentiation. Surprisingly, miR-503-5p overexpression significantly inhibited the ability of preadipocytes to secrete lipid droplets, while cells transfected with the inhibitor had the opposite response (Figure S3D). Analysis of the expression of marker genes for lipogenic differentiation and fatty acid metabolism confirmed this result (Figure S3E). Taken together, these findings suggest that, in addition to enhancing the stability of *PLAAT3* by forming an RNA–RNA dimer [11], lnc*PLAAT3*-AS also helps to regulate adipogenesis and related molecules through miR-503-5p.

### 3.5. Differences in lncPLAAT3-AS and PLAAT3 Proliferation among Different Pig Breeds

To explore the role of lnc*PLAAT3*-AS and *PLAAT3* in fat deposition among different pig breeds, we downloaded the RNA-seq data for seven Chinese pig breeds, namely Chenghua, Neijiang, Qingyu, Yanan, Wujin, Yacha, and Tibetan, as well as one introduced Western breed, Yorkshire, with three biological replicates per breed. We analyzed *PLAAT3* and lnc*PLAAT3*-AS expression among the different breeds and found that both showed slight upregulation, though statistically insignificant, in six of the seven Chinese pig breeds (except for Wujin) compared with the Western breed, Yorkshire. This suggests that both *PLAAT3* and lnc*PLAAT3*-AS play an essential role in fat deposition in pigs and are potentially involved in the distinct adiposity phenotype between Chinese (relatively obese) and Western (relatively lean) breeds (Figure 4A,B).

### 3.6. SNPs of lncPLAAT3-AS and PLAAT3

Single nucleotide polymorphic SNPs may disrupt the structural features of many non-coding RNAs, interfere with their molecular function, and produce phenotypic effects [24]. We therefore searched for and identified a variety of SNP sites within lnc*PLAAT3*-AS (Figure S4). Although these SNPs do not occur in the region of lnc*PLAAT3*-AS that binds to miR-503-5p, they may change the secondary structure and/or expression of lnc*PLAAT3*-AS, which should be explored in future studies.

## 4. Discussion

In this study, we found that lnc*PLAAT3*-AS promotes adipocyte lipogenic differentiation and mediates the miR-503-5p/*PLAAT3* interaction in adipocytes. The knockdown of lnc*PLAAT3*-AS in adipocytes decreases cell viability and inhibits adipocyte proliferation and lipogenic differentiation, whereas the knockdown of miR-503-5p had the opposite effect [25,26]. Our results suggest that lnc*PLAAT3*-AS and miR-503-5p could serve as targets for manipulating adipocyte lipogenic differentiation.

Based on previous studies of lnc*PLAAT3*-AS, we investigated the role of lnc*PLAAT3*-AS in regulating porcine primary preadipocyte development by overexpressing or disrupting this lncRNA in porcine primary preadipocytes and analyzing the effects with RNA-seq technology. In addition to enhancing *PLAAT3* stability by forming RNA–RNA dimers, it appears that lnc*PLAAT3*-AS functions within a second regulatory pathway to regulate adipogenesis and related molecules. One of the most well-accepted models for lncRNAs function is their role as ceRNAs which act as sponges to absorb free miRNAs via sequence complementarity, thereby inhibiting target miRNA function [27]. Li et al. reported that *UBE2CP3* promotes gastric cancer development mainly through the miR-138-5p/*ITGA2* axis. In addition, their study showed that *UBE2CP3*/*IGFBP7* can form an RNA duplex that interacts directly with the ILF3 protein. ILF3-mediated RNA–RNA interactions between *IGFBP7* mRNA and *UBE2CP3* in turn play an important role in protecting the stability of *UBE2CP3* mRNA [23]. We found that lnc*PLAAT3*-AS significantly promotes preadipocyte proliferation and differentiation by targeting miR-503-5p. Therefore, our findings suggest that lnc*PLAAT3*-AS plays an essential role in lipid deposition in pigs.

Adipocyte differentiation is essential for lipid deposition in mammals [28]. It has been shown that the normal expression of the *PLAAT3* gene promotes lipid deposition in mice. However, the rate of lipolysis was significantly higher in *PLAAT3*-deficient mice due to the significantly lower expression of adipose prostaglandin E2 bound to the Gai-coupled receptor EP3, increased cyclic AMP expression, and significantly lower adipose tissue mass [10,11]. In our study, we performed RNA-seq on porcine preadipocytes, followed by both GO and KEGG enrichment analysis, and found that lnc*PLAAT3*-AS is closely related to cellular metabolism, as is its host gene, *PLAAT3*. 

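Cholesterol synthesis genes and fatty acid and triglyceride synthesis genes mostly fell after siRNA against lnc*PLAAT3*-AS, and neither list passed with an estimated correlation. Of all tested genes, 59.4% passed at an adjusted p under 0.05 after siRNA and 47.3% after overexpression. Of 23 cholesterol synthesis genes, 18 fell after siRNA and 1 rose (18 and 1 adjusted over the list alone), with a median log2 fold change of -0.58. *SQLE*, which encodes squalene epoxidase, fell from 60.7 ± 6.13 to 27.0 ± 1.07 CPM (SD, n = 3 each), and *MVK*, the mevalonate kinase, had a log2 fold change of -1.26 (standard error 0.111, adjusted p = 3.26e-09 from edgeR's quasi-likelihood test). The list's adjusted p was 0.000288 from camera, and adjusted p = 0.106 with an estimated correlation. Of 21 fatty acid and triglyceride synthesis genes, 16 fell after siRNA and 2 rose (17 and 2 adjusted over the list alone; adjusted p = 0.022, and adjusted p = 0.605 with an estimated correlation). The elongase gene *ELOVL6* fell (-1.30, adjusted p = 7.32e-10), while *ACSL4*, which activates arachidonic acid, rose (2.35, adjusted p = 3.39e-17). Of 22 fatty acid oxidation genes, 9 fell after siRNA and 4 rose (9 and 4 adjusted over the list alone; adjusted p = 0.567). *CPT1A*, which lets fatty acids into mitochondria, rose (1.74, adjusted p = 8.90e-14), and the acyl-CoA dehydrogenase genes *ACADL* and *ACADM* fell (-0.96 and -0.70, adjusted p = 6.98e-09 and 3.24e-07). Of 10 lipolysis genes, 6 fell after siRNA and 2 rose (6 and 2 adjusted over the list alone). *MGLL*, the monoglyceride lipase, fell (-1.59), and *PDE3B*, a phosphodiesterase that restrains lipolysis, rose (4.16). The list's median was -0.20 and its mean -0.06, while the direction of its test was up (adjusted p = 0.911).

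After overexpression, 8 of the 21 fatty acid and triglyceride synthesis genes fell and 5 rose (8 and 5 adjusted over the list alone; adjusted p = 0.0646). *SREBF1*, a transcription factor of lipid synthesis, fell (-1.66, standard error 0.0792, adjusted p = 1.34e-12), and *FASN*, the fatty acid synthase, fell from 878 ± 33.2 to 456 ± 8.78 CPM (SD, n = 3 each). The list passed with the replicate number as a block (adjusted p = 0.0409), without control replicate 2 (0.0499), control replicate 3 (0.0228), siRNA replicate 2 (0.0358) or siRNA replicate 3 (0.0296), and with a correction for gene length (0.0222) that was chosen after the data were seen. Over all alternatives of camera its adjusted p lay between 0.0222 and 0.666, and fry, which tests a list against no change, gave an adjusted p of 0.0148. Of the 23 cholesterol synthesis genes, 9 rose and 6 fell after overexpression (9 and 6 adjusted over the list alone), with a median of -0.02, a mean of 0.05 and a test in the direction up (adjusted p = 0.606). Of the 22 fatty acid oxidation genes, 6 rose and 5 fell (6 and 5 adjusted over the list alone; adjusted p = 0.990), with a median of -0.02 and a mean of 0.02. Of the 10 lipolysis genes, 5 rose and 2 fell (5 and 3 adjusted over the list alone; adjusted p = 0.361), and *MGLL* rose (0.93, adjusted p = 5.94e-08).

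Of 11 tested adipocyte markers, 5 fell and 4 rose after siRNA (5 and 4 adjusted over the list alone; adjusted p = 0.911), with a median of -0.10, a mean of 0.06 and a test in the direction up. *PPARG*, the transcription factor that drives fat cell differentiation, had a log2 fold change of -2.14 (standard error 0.15, adjusted p = 6.99e-11), while *LPL* rose by 2.68 (adjusted p = 3.54e-06) and *CFD* by 3.60 (adjusted p = 7.25e-06). After overexpression, 3 markers rose and 3 fell (3 and 3 adjusted over the list alone; adjusted p = 0.630). *PPARG* had a log2 fold change of -0.43 (adjusted p = 0.00613), which did not pass with DESeq2 (0.0555) or with the overexpression libraries summed to 1 (0.0659). Over all alternatives but limma its adjusted p lay between 0.00135 and 0.0659. *KLF15* fell (-0.90, adjusted p = 4.00e-06), and *CFD*, the secreted protease adipsin, had the largest fall of these markers. The 2 markers that rose at least 2-fold were *CD36* (2.11) and *PLIN1* (1.77). After siRNA *PLIN1* was lower, at a ratio to the control of 0.170 with at most 1 count in any siRNA library. *PLAAT3* itself fell after siRNA and did not pass the test after overexpression.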

Further analysis showed that the expression changes of many critical genes involved in fat metabolism mirrored those of *PLAAT3*. The cluster of differentiation 36 (*CD36*) is the upstream gene of *PLAAT3*, whose main function is to release arachidonic acid (AA) from the cell membrane via cytoplasmic phospholipase A(2)α (cPLA(2)α), which is one of the products of *PLAAT3*. In addition to this, *CD36* contributes to the production of pro-inflammatory eicosanoids. Compared to control cells, CHO cells normally expressing human *CD36* released significantly more AA and prostaglandin E(2) (PGE(2)) in response to thapsigargin-induced ER stress [29]. The results in this study are worthy of further testing in a more significant number of samples.

British Yorkshire and local Chinese pigs differ significantly in meat production traits and have complementary characteristics. Local Chinese pigs have tender, flavorful, and juicy meat but grow slowly and produce little lean meat [30] Although Yorkshire pigs grow faster and produce more lean meat, the quality of the meat is not as high as that of local Chinese breeds. The differences in *PLAAT3* and lnc*PLAAT3*-AS expression among the eight pig breeds are also consistent with the abovementioned differences in phenotypic traits, demonstrating that *PLAAT3* and lnc*PLAAT3*-AS play an important role in pig fat deposition [15,16].

Increasingly, high-throughput sequencing has been used to identify non-coding RNAs involved in adipogenesis [31,32]. Non-coding RNAs, which were once considered nonsense transcripts, play a rich variety of essential roles in various biological processes. Therefore, it is crucial to continue to explore the diversity of non-coding RNAs and validate their functions to advance our understanding of epigenetic regulation and gain a deeper appreciation of the range of genetic information carried by these molecules [33].

## 5. Conclusions

In summary, we report the role of the *PLAAT3*–lnc*PLAAT3*-AS–miR-503-5p regulatory axis in preadipocyte development. lnc*PLAAT3*-AS promotes the expression of the host gene *PLAAT3* by adsorbing miR-503-5p, thereby promoting the lipogenic differentiation of porcine primary preadipocytes. Furthermore, we identified related genes that may be involved in adipogenesis by performing RNA-seq on preadipocytes in which lnc*PLAAT3*-AS was overexpressed or inhibited and explored the differences in *PLAAT3* and lnc*PLAAT3*-AS expression among different pig breeds. Our study provides a theoretical basis for other researchers to explore the molecular mechanisms of non-coding RNA-mediated regulation of lipid deposition.

## Figures and Tables

**Figure 1:**
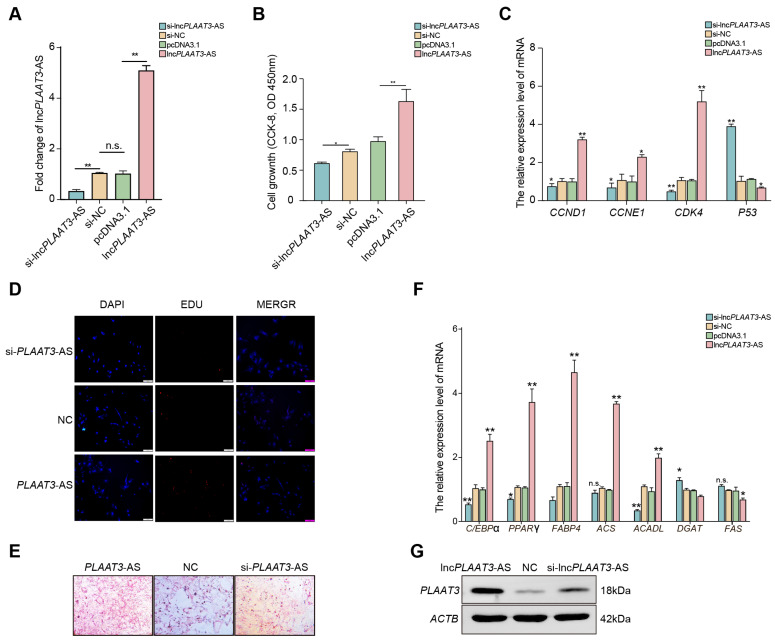
Lnc*PLAAT3*-AS promotes preadipocyte proliferation and differentiation. Primary adipocytes were transfected with a lnc*PLAAT3*-AS overexpression plasmid, an siRNA against lnc*PLAAT3*-AS (si-lnc*PLAAT3*-AS), or a negative control (si-NC) construct; (**A**) transfection efficiency was measured by qRT-PCR; (**B**) cell proliferation was evaluated by CCK-8 assay; (**C**) expression of genes associated with cell proliferation was measured by qRT-PCR; (**D**) representative images of an EdU assay of PK15 cells transfected with lnc*PLAAT3*-AS mimics or lnc*PLAAT3*-AS inhibitor; (**E**) oil red O staining; (**F**) expression of marker genes related to adipogenesis, fatty acid oxidation, and fatty acid transportation synthesis (scale bars 100 μm); (**G**) *PLAAT3* expression after transfection with each of the three constructs described above. All results are presented as means ± SEM; n = 3; * *p* < 0.05; ** *p* < 0.01; n.s., no significant difference.

**Figure 2:**
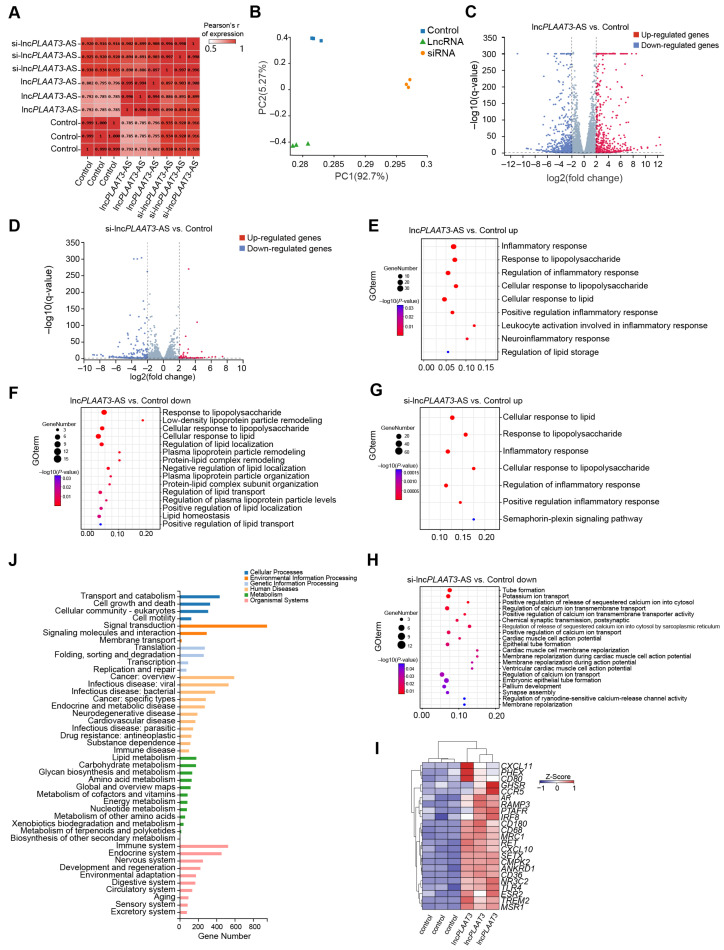
(**A**) Sample correlation heatmap; (**B**) principal component analysis; (**C**,**D**) volcano plot of differentially expressed genes. Positive values indicate upregulation, while negative values indicate downregulation. The x-axis represents the log2 scale of fold change. A significant difference in expression is indicated by the y-axis, which is the −log10 scale of the adjusted *p* values. The red dots in the figure indicate genes with significantly upregulated expression (at least two-fold change), blue dots indicate genes with significantly downregulated expression (at least two-fold change), and gray dots indicate genes with no significant difference in expression level. (**E**–**H**) The top 20 GO pathways for the differentially expressed genes according to the following comparisons: upregulated in lnc*PLAAT3*-AS vs. control, downregulated in lnc*PLAAT3*-AS vs. control, upregulated in si-lnc*PLAAT3*-AS vs. control, downregulated in si-lnc*PLAAT3*-AS vs. control; (**I**) differentially expressed gene pathway enrichment analysis; (**J**) All enriched GO and KEGG pathways.

**Figure 3:**
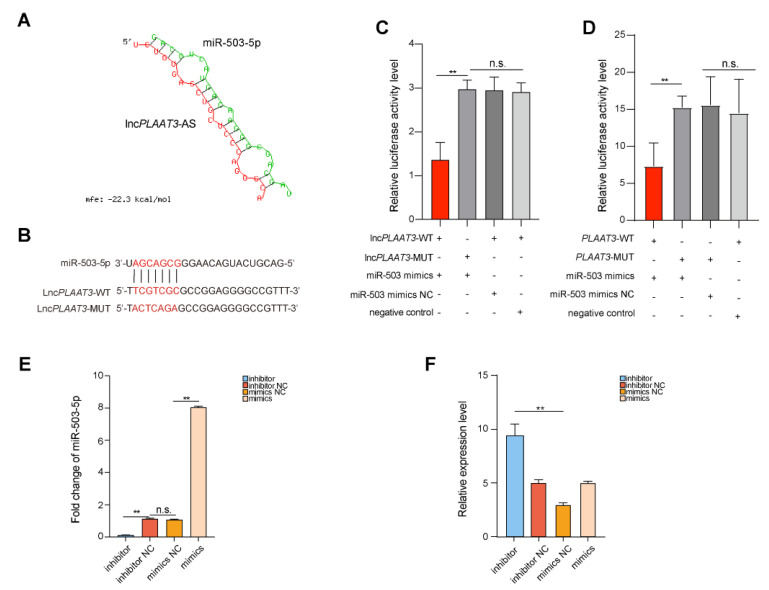
(**A**) Predicted miR-503-5p binding site in lnc*PLAAT3*-AS as determined by RNAhybrid; (**B**) binding capacity of lnc*PLAAT3*-AS and miR-503-5p as evaluated by RNAhybrid (Red sequences are miRNA seed region binding sequences); (**C**) luciferase assay revealed miR-503-5p-mediated inhibition of lnc*PLAAT3*-AS activity, miR-503-5p mimics NC is miR-503-5p mimics negative control (“+” indicates transfected, “−” indicates not transfected); (**D**) luciferase assay revealed miR-503-5p–mediated inhibition of *PLAAT3* activity; (**E**) Transfection efficiency as measured by qRT-PCR, miR-503-5p inhibitor NC is miR-503-5p inhibitor negative control; (**F**) qRT-PCR analysis of *PLAAT3* expression in transfected cells. All results are presented as means ± SEM; n = 3; ** *p* < 0.01; n.s., no significant difference.

**Figure 4:**
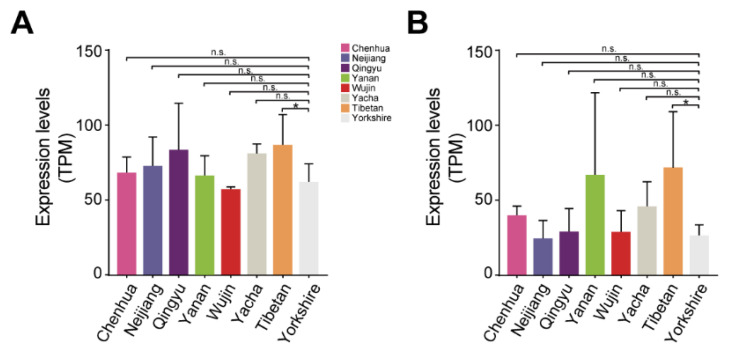
(**A**) Bar graph showing *PLAAT3* expression in eight pig breeds. (**B**) Bar graph showing lnc*PLAAT3*-AS expression in eight pig breeds. All results are presented as means ± SEM; n = 3; * *p* < 0.05; n.s., no significant difference.

**Table 1:** Primer information for quantitative real-time PCR (qRT-PCR).

Gene	Primer Sequence (5′ to 3′)	Product Size (bp)
*PLA2G16*	F: ATATGTGGTCCACCTGGCTCCCC	395
	R: ATTGCTTTTGCCGCTTGTTTCTG	
*PLA2G16-AS*	F: GGACTCTGCGGCCATTTAAC	213
	R: GCTTTGGGACAATGAGTCGC	
*GAPDH*	F: CCCCTTCATTGACCTCCACT	192
	R: CCATTTGATGTTGGCGGGAT	
*CCND1*	F: GCATGTTCGTGGCCTCTAAG	228
	R: CGTGTTTGCGGATGATCTGT	
*CDK4*	F: TCAGCACAGTTCGTGAGGTG	77
	R: GTCCATCAGCCGGACAACAT	
*P53*	F: GGGACGGAACAGCTTTGA	161
	R: TTTGCACTGGCGAGGAG	
*PPARγ*	F: CTCCAAGAATACCAAAGTGCGA	150
	R: GCCTGATGCTTTATCCCCACA	
*C/EBPα*	F: CAAGAACAGCAACGAGTACCG	124
	R: GTCACTGGTCAACTCCAGCAC	
*FABP4*	F: GAAGTGGGAGTGGGCTTT	190
	R: TTATGGTGCTCTTGACTTTCCT	
*ACS*	F: GCAGGCAGGCTCAGTTT	129
	R: CTCTGTTCAGGGGAGGGT	
*ACADL*	F: TGTCTCCAGCTGCATGAAACGA	107
	R: AGCTGCACACAGTCATAAGCCA	
*DGAT*	F: CCTACCGCGATCTCTACTACTT	126
	R: GGGTGAAGAACAGCATCTCAA	
*FAS*	F: CCAACCAGCAACACCAA	100
	R: CAGGTACGGGAATGAGGA	
ssc-miR-503	UAGCAGCGGGAACAGUACUGCAG	
U6	F: CGCTTCGGCAGCACATATAC	87
	R: TTCACGAATTTGCGTGTCAT	

## Data Availability

The RNA-seq data is available in the NCBI Gene Expression Omnibus (GEO; https://www.ncbi.nlm.nih.gov/geo/, accessed on 26 September 2022) under series numbers GSE213924.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/genes14010161/s1, Figure S1: RNA-seq data statistics; Figure S2: Functional enrichment analysis of differentially expressed genes; Figure S3: miR-503-5p cell validation experiments; Figure S4: Mutational mapping of the lnc*PLAAT3*-AS SNP locus; Table S1: Differentially expressed genes. Table S2: Differentially Expressed Genes (DEGs).

# Supplementary material for: LncPLAAT3-AS Regulates PLAAT3-Mediated Adipocyte Differentiation and Lipogenesis in Pigs through miR-503-5p
**Source:** Genes (Basel). 2023 Jan 6;14(1):161. doi: 10.3390/genes14010161
**Supplement:** Supplementary file 1

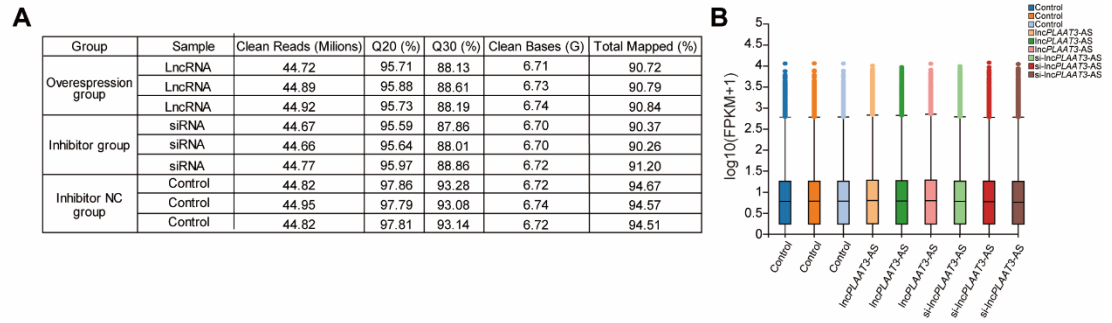

Figure S1 (A) mRNA sequencing data reads quality statistics; **(B)** Boxplot of mRNA sequencing expression in transfected cells.

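Part A of the figure gives, for each library, the share of bases with a high quality score and the share of reads that aligned to the genome. Both shares are higher in the 3 control libraries than in the overexpression and siRNA libraries, so a difference in read quality goes along with the difference between the control and both other groups. Part B draws the spread of expression values over genes, with 1 box per library, and shows whether the libraries share a scale. In the count table, between 14544 and 14810 genes had at least 1 read in a library. The 10 most abundant genes took 17.2% to 17.4% of the counts in the control libraries, 20.2% to 20.4% after overexpression and 14.4% to 15.1% after siRNA. *COL1A1* and *COL1A2* are among these genes. *COL1A2* stood at 19440 CPM in the control, 36402 after overexpression and 11122 after siRNA, and rose after overexpression (log2 fold change 0.91, standard error 0.0537, adjusted p = 3.79e-11 from edgeR). *COL1A1* had a log2 fold change of -1.53 after siRNA (standard error 0.0597, adjusted p = 3.39e-15). The TMM factors, which rescale each library for such differences in composition, lay between 0.974 and 1.03.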

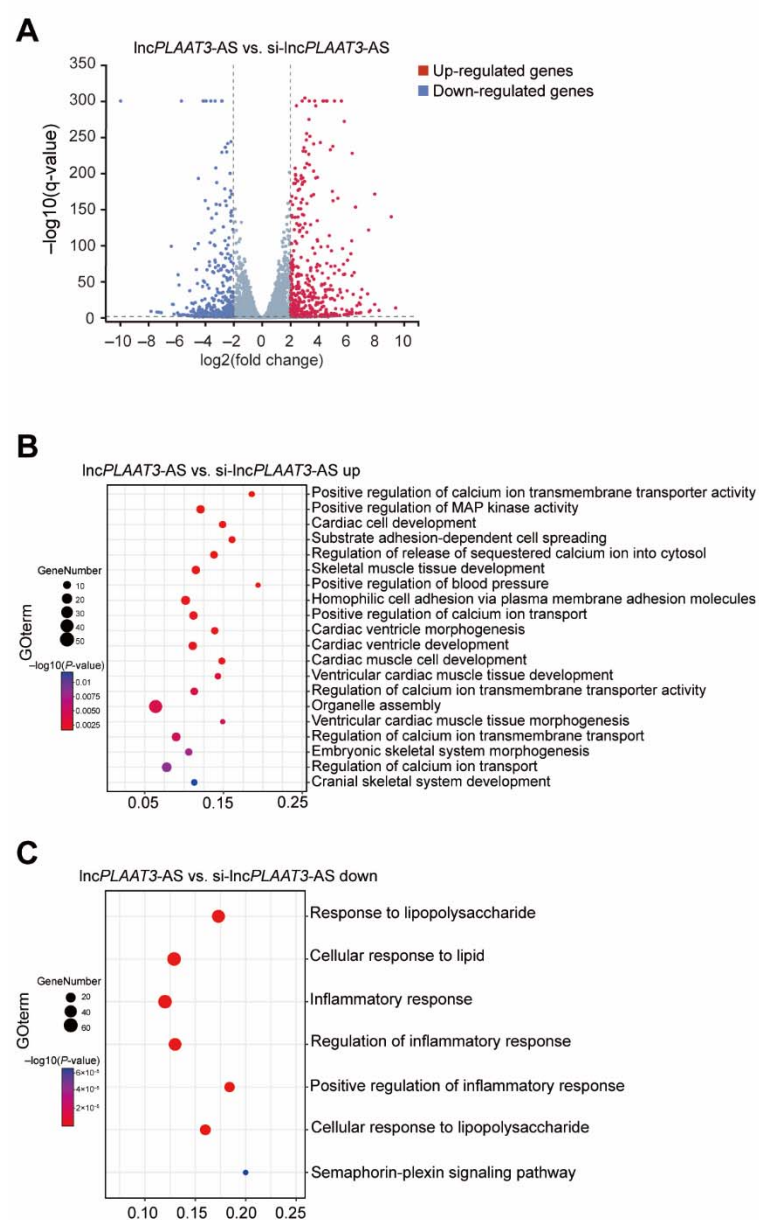

Figure S2 (A) Differentially expressed gene volcano plot; (B~C) The top 20 KEGG pathways of differential genes. Sequentially for IncPLAAT3-AS vs si-IncPLAAT3-AS differential genes with up-regulated expression, IncPLAAT3-AS vs si-IncPLAAT3-AS differential genes with down-regulated expression.

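The libraries of overexpression and siRNA were compared without the control libraries' values entering the difference, and 1213 genes were at least 2-fold higher and 1167 at least 2-fold lower after overexpression than after siRNA, which makes 2380 of 12721 tested. With limma on log2(FPKM + 1), 1266 genes differed. Muscle genes were higher after overexpression and inflammatory genes higher after siRNA. Of 22 NF-kB and inflammatory response genes, 20 were lower after overexpression and 1 was higher (20 and 1 adjusted over the list alone), with a median log2 difference of -3.24, the same with the 1 member that had no count at its bound (adjusted p = 2.62e-34 from camera, and adjusted p = 0.0151 with an estimated correlation). *CXCL8* was at 1.31 ± 0.204 CPM after overexpression and 955 ± 222 after siRNA (SD, n = 3 each). Of 28 interferon-stimulated genes, 27 were lower after overexpression than after siRNA (28 adjusted over the list alone), with a median of -1.14 (adjusted p = 5.12e-11, and adjusted p = 0.301 with an estimated correlation). Of 12 genes of the prostaglandin E2 pathway, 6 were lower and 4 higher (6 and 4 adjusted over the list alone; adjusted p = 2.97e-08, and adjusted p = 0.0360 with an estimated correlation).

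Of 16 smooth muscle and pericyte genes, 13 were higher after overexpression and 2 lower (13 and 2 adjusted over the list alone), with a median of 2.36 (adjusted p = 2.07e-25, and adjusted p = 0.0151 with an estimated correlation). Of 11 skeletal and cardiac muscle genes, 7 were higher and 0 lower (7 and 0 adjusted over the list alone), with a median of 3.02 (adjusted p = 3.03e-06, and adjusted p = 0.0366 with an estimated correlation). Of 20 macrophage markers, 16 were higher and 2 lower (16 and 2 adjusted over the list alone), with a median of 4.77, or 4.06 with 7 members at their bound (adjusted p = 6.98e-05, and adjusted p = 0.0218 with an estimated correlation). Of 23 cholesterol synthesis genes, 17 were higher and 1 lower (17 and 1 adjusted over the list alone; adjusted p = 0.000239, and adjusted p = 0.106 with an estimated correlation).

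Among genes with a symbol, a mean of at least 5 CPM over the libraries compared and no overlap between the groups, *DES* had the largest difference upward after overexpression, with a log2 difference of 10.84 (standard error 0.133, adjusted p = 4.85e-23 from edgeR's quasi-likelihood test). It was followed by the growth factor gene *GDF6* (7.25), *FNDC1* (6.62), the adhesion molecule gene *NCAM1* (6.54) and *CA4* (6.44, or 7.08 without siRNA replicate 2). Without siRNA replicate 1, *GDF6* had 2 counts after siRNA, and the ratio of overexpression to siRNA was 272 (95% counting interval 75.2 to 2253). Within these limits, most genes with the largest difference in the other direction had few reads after overexpression. *CXCL8*, which is also among them, had 19 to 26 counts per overexpression library. *PCSK1* had 3 counts over the 3 overexpression libraries, a ratio to siRNA of 0.000194 (95% counting interval 4.01e-05 to 0.000568), or 0.000292 without overexpression replicate 1 and 9.74e-05 without overexpression replicate 2. *CBLN4*, a synaptic organizer, had 1 count, a ratio of 0.00016 (4.05e-06 to 0.000892), or 0.00024 without overexpression replicate 1. The steroid enzyme gene *HSD3B1* had 2, a ratio of 0.00153 (0.000185 to 0.00553), or 0.00229 without overexpression replicate 1 and 0.0023 without overexpression replicate 2. *CCL20* had 1 count, a ratio of 0.000682 (1.73e-05 to 0.00381), or 0.00103 without overexpression replicate 2. No count after overexpression was left for *CBLN4* without overexpression replicate 2, for *HSD3B1* without overexpression replicate 3 and for *CCL20* without overexpression replicate 1. Of the genes that the paper names in its text, *ADORA1* (1.41), *ADGRB1* (3.07), *ACTN2* (1.86) and *CD68* (2.45) were higher after overexpression than after siRNA, and *TFPI* (-6.71), *ARG1* (-6.00) and *ABL2* (-2.14) were lower. Without overexpression replicate 1, *TFPI* had a ratio of 0.00533 (95% counting interval 0.000644 to 0.0194) on 2 counts after overexpression. *CSF2* had 0 counts after overexpression and 62 after siRNA, at least 21.3-fold lower. *ACTC1* was at 3.02 but did not pass (adjusted p = 0.0611), and it passed with DESeq2 (1.94e-05), with library totals (0.0484), with the 2 compared groups only (5.16e-07), with the exact test (1.47e-10), with the replicate number as a block (0.00058) and without control replicate 2 (0.00533) or control replicate 3 (7.36e-07), which share the fit. Over all alternatives but limma its adjusted p lay between 1.47e-10 and 0.158. *TREM2* had a ratio of 24.3 (95% counting interval 3.98 to 998), or 16.1 without siRNA replicate 3, and its only count after siRNA was in siRNA replicate 2. *NOS3* had a ratio of 0.243 (0.00493 to 2.46), or 0.365 without overexpression replicate 2. It had no count after overexpression without overexpression replicate 1, and without any 1 siRNA library both groups were at or under the floor of 3 counts.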

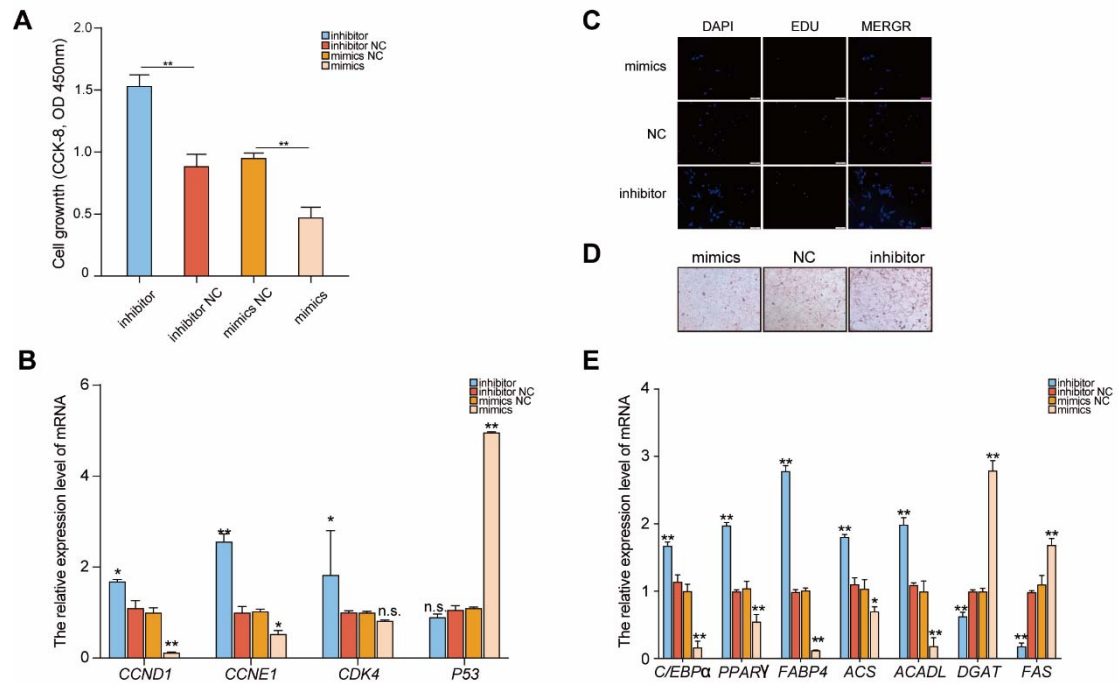

Figure S3 (A) cell proliferation was evaluated at 24 h of proliferation by performing CCK-8, miR-503-5p mimic negative control for miR-503-5p mimic NC, miR-503-5p inhibitor negative control for miR-503-5p inhibitor NC; (B) qRT-PCR analysis of genes related with cell cycle; (C) Representative images illustrating the EdU of PK15 cells transfected with miRNA-503-5p mimics or miRNA-503-5p inhibitor; (D) Cells were stained with oil red O, NC is negative control; (E) The expression levels of gene-related adipogenic, fatty acid oxidation and fatty acid transportation synthesis were measured by qRT-PCR. Scale bars 50 μm. All results are presented as means ± SEM (n = 3). * P < 0.05; ** P < 0.01, n.s. no significant difference.

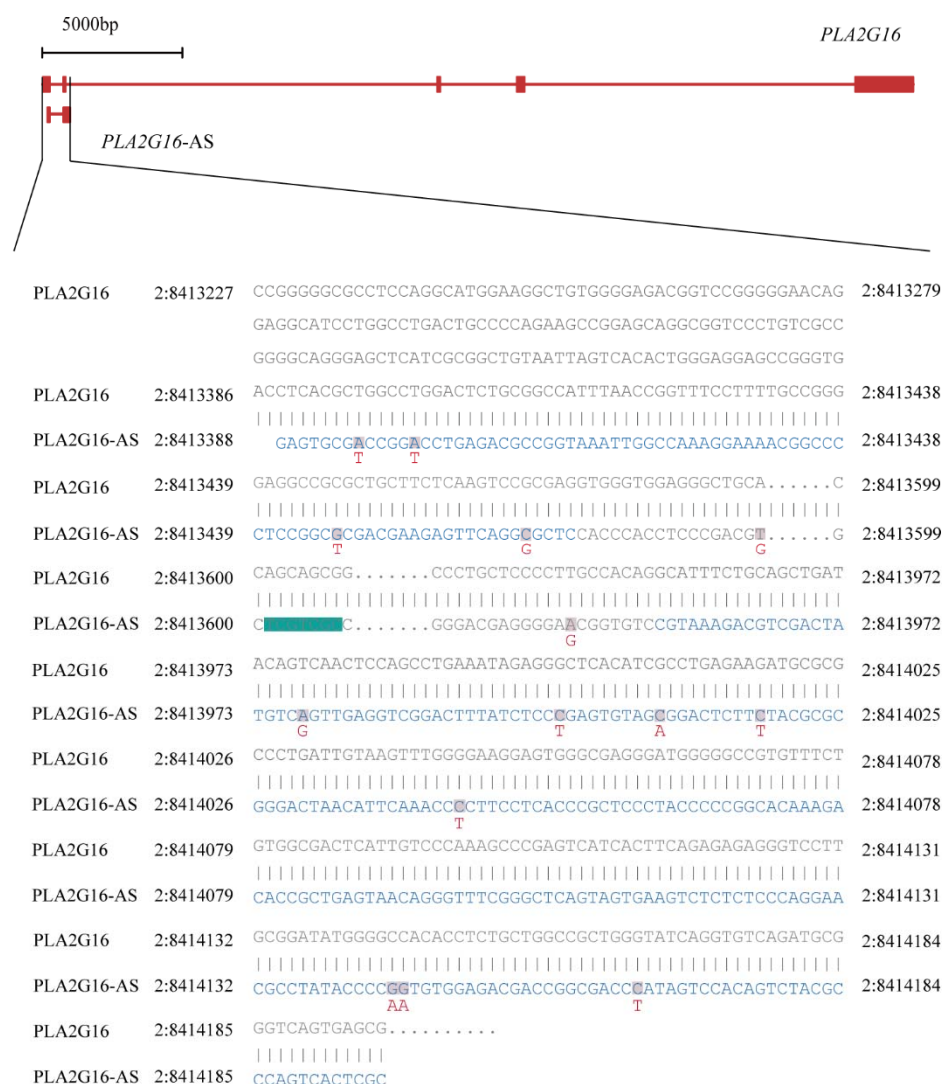

Figure S4 The single nucleotide mutation site of lncPLAAT3-AS SNP, red is the mutated base, and the green area is the binding region of lncPLAAT3-AS and miR-503-5p. We used ISWINE database (http://iswine.iomics.pro/pigdna/dna/index?access_token=null&lang=en_US) to predict the biological effect of the significant SNPs on lncRNAs.

How the deposited data were processed for this re-analysis (not part of the article)

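Each of 9 libraries had an estimated count and an FPKM value for 16562 genes. The authors checked reads with FastQC 0.11.9 and aligned them with HISAT 2.2.1 (methods of the paper). They deposited estimated counts, and how these were made from the reads is not known here. The FPKM values were deposited by the authors beside the counts. The genome build, the annotation, the tool that counted reads, the use of strand and the authors' test for differential expression are not stated in the sources used here. All 18 value columns were mapped to samples by their labels. Of the gene symbols, 97.5% are in the RefSeq table of the pig genome, which was used for names only, and *PLAAT3* is listed there as PLA2G16.

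Estimated counts were rounded. Levels are CPM with TMM factors, given as mean ± SD of 3 libraries. Tests were run in R 4.3.3 with edgeR 4.0.16: the default filterByExpr filter, robust dispersions and a quasi-likelihood F test in 1 fit of the 9 libraries, with Benjamini-Hochberg adjustment. A gene was counted as changed at an adjusted p under 0.05 and a change of at least 2-fold. Standard errors were derived from this fit, as the absolute log2 fold change divided by the square root of its F value. The biological coefficient of variation was 0.0607. Principal components were computed on log2 CPM of the tested genes, and correlations on log10(FPKM + 1) of all genes. Where a group had no count, the fold is a bound against a floor of 3 counts over the group, and where it had 1 to 3 counts, the ratio is given with its 95% counting interval. A gene with estimated counts that are not whole may share reads with another gene, and such genes are called uncertain. The counting tool is not known, so this sharing was not checked.

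Lists of genes were fixed before the data were examined: adipocyte markers, fatty acid and triglyceride synthesis, fatty acid oxidation, lipolysis, prostaglandin E2 pathway, cholesterol synthesis, cell cycle, interferon-stimulated genes, NF-kB and inflammatory response genes, macrophage markers, endothelial markers, lymphocyte markers, skeletal and cardiac muscle genes, smooth muscle and pericyte genes, preadipocyte and extracellular matrix genes, semaphorins and plexins, unfolded protein and integrated stress response genes, and published targets of the miR-16/miR-503 seed family. *PLA2G4A* was listed after its values in the first part of the paper's Table S1 had been seen. The lists drew on general knowledge and on the terms of Figure 2E-H, which the paper found enriched in these same libraries. Tests of lists that follow those terms are therefore not independent of these data. Lists were tested with camera of limma 3.58.1 at a preset correlation of 0.01, with adjustment over the lists, and lymphocyte markers, with 1 tested gene, were not. Genes are named by a rule written before the data were examined: every gene that section 3.3 names, the 5 largest changes in each direction in each comparison (changed, with a symbol, a mean of at least 5 CPM and no overlap of the groups), up to 4 members of each list with the largest change that passed, and the genes of Figure 1 in the closing section. Some genes that this rule names, and 1 further list that was tested, are left out of the text. *FN1*, *ADIPOQ*, *SPI1*, *ITGAM*, *CD247*, *LYZ*, *MARCO*, *AIF1*, *ADGRE1* and the ribosomal protein genes as a group are outside this rule and were chosen after their values were seen.

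Alternatives tried were DESeq2 1.42.0, library totals without TMM factors, no filter, a stricter filter, a fit of the 2 compared groups only, edgeR's exact test, the replicate number as a block, limma on log2(FPKM + 1), a 4-fold threshold, no fold threshold, each library left out in turn, other scales for the correlations, and camera with an estimated correlation or fry for the lists. A correction for gene length and the overexpression libraries summed to 1, tried because these lay so close to each other, were added after the data were seen. Ranges and tallies of single genes over the alternatives leave out limma on log2(FPKM + 1). Counts were simulated for overexpression against control with 200 changed genes. At an adjusted p under 0.05 the fit recovered 92.4% of genes with a log2 change of 1, 98.4% at 1.5 and 97.1% at 2. With the 2-fold threshold added these were 42.4%, 96.8% and 97.1%. Of the genes that passed at the adjusted p alone, 5.5% were false. The simulation gave a gene the same spread in all groups. In the data the spread differed between groups and 47.3% of genes passed in this comparison, so these rates need not hold there.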

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

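The tests of the interferon-stimulated genes and the test of the interferon response as source of the macrophage markers were chosen after the result was seen, and the test on blood cell genes was set before. Interferon-stimulated genes were higher than in the control after overexpression (median log2 fold change 2.86) and after siRNA (3.88). Macrophage markers were higher after overexpression (median 3.97 with members at 0 at their bound), NF-kB and inflammatory response genes were higher after siRNA (median 2.76), and 5 members of the prostaglandin E2 pathway were at least 2-fold higher after siRNA and 2, *PLAAT3* among them, at least 2-fold lower. Each is a signal above the control libraries. The paper reports enrichment of inflammatory response and lipopolysaccharide response terms, which covers part of these genes, and does not give these lists. Of their members, Figure 2I draws *CXCL10* and the macrophage markers *CD68*, *MRC1*, *MSR1* and *TREM2* among genes of fat metabolism.

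For the macrophage markers, an interferon response of the fibroblast-like cells as their source is argued against by siRNA, where interferon-stimulated genes rose more and the median of the macrophage markers was 0.14. That median leaves out 10 of the 20 tested markers, which had at most 3 counts in each of the 2 groups. Over all 20 the median was 0. A candidate explanation is a small share of blood-derived myeloid cells in the overexpression cultures. Of 24 further blood cell genes, 17 (70.8%) had every overexpression library above every control library and 0 had every one below. After siRNA 2 (8.33%) were above. Exchanged labels alone would give 5% one way, but many genes differ in these data. Of all 12721 tested genes, 3636 had every overexpression library above every control library, and 3899 every siRNA library. The test had been set at 75% for this explanation and 25% against it, so it stays open. *LYZ*, abundant in myeloid cells, had 7 counts in the control and 11 after overexpression, while *MARCO* went from 1 to 30, *AIF1* from 1 to 27 and *ADGRE1* from 0 to 27.

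For the interferon-stimulated genes, 96.4% of 28 members also differed between overexpression and siRNA, where 66.7% of all tested genes did. With an estimated correlation the list did not pass in that comparison (camera adjusted p = 0.301). A difference of the control libraries alone cannot make those 2 groups differ. It could still give the rise after overexpression, so it stays open for that rise. Blood-derived cells as a source of the rise after overexpression stay open: the members were lower after overexpression than after siRNA (median -1.14), but the rise after siRNA can have its own cause. A response to transfected nucleic acid may contribute. It was not tested, because the sources describe the control differently (a negative control construct or a blank) and an empty-plasmid library was not analysed here, and an effect of lnc*PLAAT3*-AS also stays open.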

How the results depend on the processing

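The correction for gene length and the summed overexpression libraries were chosen after the data were seen. No result that passed its test changed direction. Values that did not pass changed sign under some alternatives, *PLAAT3* after overexpression among them.

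With limma on log2(FPKM + 1), 200 genes changed after overexpression, 989 after siRNA and 1266 between overexpression and siRNA, with 68 the same way and 36 in opposite ways. The added 1 shrinks the fold of genes with low FPKM by construction. At least 4-fold, the counts were 154, 734, 910, 54 and 31, and without a fold threshold 6020, 7552, 8482, 2088 and 1805, as a changed threshold must give. Under DESeq2, library totals, no filter, the stricter filter, 2 groups only, the exact test, the length correction and the summed libraries, the totals lay within 1.5 times of their main values, with 484 to 774 genes after overexpression and 1738 to 2229 after siRNA. Parts of them moved more: genes lower in both went from 27 to 52 with no filter and 41 with the exact test, and genes higher after overexpression and lower after siRNA from 90 to 59 with 2 groups only and with the exact test. With 1 library left out, they lay between 560 and 638, 1940 and 2026, and 2394 and 2460 (142 to 169 the same way, 146 to 181 in opposite ways), and 59 genes were lower in both without siRNA replicate 3. Replicate numbers did not pair the libraries (correlations of same-number libraries -0.0981 to 0.123). With the replicate block, 580, 1943 and 2374 genes changed.

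The gap between correlations within and between groups was 0.00618, and it was 0.0552 on untransformed FPKM and 0.00913 on filtered genes, where the cause was not tested. The log2 fold change of *PLAAT3* after overexpression lay between -0.0304 and 0.116 with 1 library left out and passed in none of these. Of the list tests, 6 passed for overexpression, 7 for siRNA and 7 between them. With an estimated correlation 2 passed for overexpression, and fry, which tests a list against no change, gave 12, 13 and 16. The cause was not tested.

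Limma on log2(FPKM + 1) was left out for single genes. Of the single-gene values under all other alternatives, 3725 kept direction and side of the threshold, 90 no longer passed, 16 newly passed and 9 moved. Of the list tests, 759 did so, 10 no longer passed, 27 newly passed and 14 moved. Other splits of the libraries were too few to decide: 10 splits cannot go under 0.1, and 1 split in each comparison, the real one, gave as many genes (584, 1925 and 2386, highest other 0). Depth limits genes such as *TREM2*, *NOS3* and *ADCY1*, which have too few counts for the filter.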

Differences from the paper's values

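In Figure 2A of the paper, the mean correlation is about 0.79 between control and overexpression, about 0.93 between control and siRNA and about 0.90 between overexpression and siRNA, read by eye. Here they were 0.988, 0.965 and 0.958 on log10(FPKM + 1). All alternatives set before the data were examined differ as well: log2(CPM + 1) gave 0.988, 0.964 and 0.956, genes kept by the filter 0.982, 0.948 and 0.937, and untransformed FPKM 0.925, 0.897 and 0.791. On untransformed FPKM the same values appear with the group names exchanged. The paper's control and overexpression pair is near the pair of overexpression and siRNA here, its control and siRNA pair near that of control and overexpression, and its overexpression and siRNA pair near that of control and siRNA. Under that exchange the figure's control would carry the label overexpression here, its overexpression the label siRNA and its siRNA the label control. This comparison of names was made after the values were seen. The paper's counts in the text and the directions in its Table S2 go with the labels used here, as does Figure 2B, where the siRNA group stands apart on the first component. In Figure 2C the overexpression comparison shows more changed genes than the siRNA comparison in Figure 2D, while here 573 and 1932 changed. By RT-qPCR the paper finds *CEBPA*, *PPARG* and *FABP4* higher after overexpression and lower after siRNA, and here their log2 fold changes after siRNA were -1.45, -2.14 and -0.33. *FABP4* did not pass with DESeq2 (adjusted p = 0.0887), with the 2 compared groups only (0.0662), with the exact test (0.0675), with the length correction (0.106) or without control replicate 3 (adjusted p = 0.087) or siRNA replicate 3 (adjusted p = 0.197), and over its alternatives the adjusted p lay between 0.00745 and 0.197. After overexpression *FABP4* was higher (0.78), *CEBPA* did not pass (0.20), and *PPARG* was lower (-0.43, which did not pass with DESeq2 or the summed libraries). By RT-qPCR *CCND1*, *CCNE1* and *CDK4* are higher after overexpression and lower after siRNA. The paper reports them in its work on preadipocyte proliferation, while the labels place these libraries at day 8 of differentiation, so the stages may differ. After overexpression *CDK4* (-0.03) and *CCND1* (0.12, which passed without control replicate 3) did not pass here, and *CCNE1* was at 0.37. After siRNA *CDK4* was lower (-0.57), *CCNE1* was lower (-0.39, which did not pass without control replicate 2 or siRNA replicate 2) but is uncertain, since it may share reads with another gene, and *CCND1* was higher (0.62). Under that exchange the figure's overexpression would be the siRNA libraries here and its control the overexpression libraries. *PPARG* (1.51 to 1.86 against 5.28 to 5.85 CPM), *CEBPA* (3.84 to 6.63 against 17.0 to 18.1) and *FABP4* (5.01 to 7.34 against 13.4 to 13.6) would then fall after overexpression. By RT-qPCR they rise, which argues against the exchange for these genes in this comparison, while *CCND1* goes with it. The RT-qPCR need not come from these libraries, so the directions do not settle which names hold.

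The paper's text gives 824 changed genes after overexpression and 2219 after siRNA and the legend of Figure 2C,D gives a change of at least 2-fold on adjusted p-values without a level for them. Here 573 and 1932 changed, within 1.5 times. With no filter they were 774 and 2229. The sheets of Table S2 list 823 and 2221 genes, with fold changes of control over treated cells. Of its genes tested here, all had the same direction once the sign was turned: 324 up and 264 down after overexpression, and 961 up and 934 down after siRNA, of which 323, 227, 956 and 920 were called here.

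The paper states that genes such as *CD36*, *CD68* and *TREM2* follow the pattern of *PLAAT3*. Here *PLAAT3* did not pass the test after overexpression (0.04) and fell after siRNA (-1.06), while *CD36* rose in both (2.11 and 1.11) and *CD68* rose after overexpression (2.12). In the paper's Table S2, too, *CD36* is among the genes higher after siRNA. Between overexpression and siRNA these genes moved alike: *PLAAT3* was 1.10 higher after overexpression, and *CD36*, *CD68* and *TREM2* were higher too. The paper does not state which comparison sets the pattern. The paper names *CSF2* among genes lower after overexpression. Here its adjusted p was 0.0501, and it passed with DESeq2 (0.0135), with no filter (0.0385), with the replicate block (0.0119) and without control replicate 2 (0.0142), siRNA replicate 2 (0.0403) or siRNA replicate 3 (0.0223), in a range of 0.0119 to 0.142. *NOS3*, *TREM2* and *ADCY1* were not tested under the filter. With no filter, *NOS3* (0.0277) and *TREM2* (6.20e-05) passed after overexpression and *ADCY1* (0.0295) after siRNA. With DESeq2, *TREM2* (0.000924) passed, and *NOS3* (0.0890) and *ADCY1* (0.0988) did not.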

Other observations

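The tests of the ribosomal protein genes were chosen after the result was seen, and those of the miR-16/miR-503 targets and of the shared controls before. Ribosomal protein genes were lower after overexpression than in the control: 79 of 82 fell and 1 rose, with a median log2 fold change of -0.65 (camera p = 3.62e-49, and 0.0259 with an estimated correlation). The median was -0.03 after siRNA. A trend with gene length exists (median -0.26 for the shortest genes and 0.11 for the longest, in 10 bins of length), and a correction for gene length moved the median of the ribosomal protein genes to -0.34, so part of the fall goes with length. What the correction left, and a difference of -0.40 (SD 0.0546) from genes matched on length, argue against length as the whole cause, though the matched genes were longer (median 484 against 366). The influence of 1 control library is argued against as well (median -0.57 without control replicate 3). With library totals the median was -0.66. TMM factors lay between 0.984 and 1.02 in the control and between 0.997 and 0.999 after overexpression, so this change could not test the scaling. The scaling of the libraries and a difference in library preparation stay open. Reads shared with pseudogenes (12 of the genes have counts that are not whole) and an effect of lnc*PLAAT3*-AS stay open too.

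Between overexpression and siRNA, 66.7% of all tested genes passed at an adjusted p under 0.05. Of the published targets of the miR-16/miR-503 seed family, 9 of 19 were higher after overexpression than after siRNA and 3 lower (median 0.45, camera adjusted p = 0.623). A release of miR-503-5p targets by the lncRNA may raise them, and the test leaves this open, since an adjusted p above the threshold does not exclude a small rise. Against the control, 7 rose and 2 fell after overexpression (7 and 2 adjusted over the list alone; adjusted p = 0.0377, and adjusted p = 0.21 with an estimated correlation), and 6 rose and 7 fell after siRNA (median -0.16, mean 0.02, direction up, adjusted p = 0.897). *FGF2* rose in both (0.58 and 1.47), *VEGFA* rose after siRNA (1.78) and *BCL2* fell (-1.51).

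In 50 simulated draws of unchanged groups against shared controls, at most 1 gene changed the same way, and 141 were observed. At most 2 genes changed in either comparison of a draw, so a small overlap had to follow. The draws therefore leave open how much of the 141 the shared controls add. The covariance of the log2 fold changes was -0.0159, and 0.0154 in the draws.

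Of 30 cell cycle genes, 12 fell and 4 rose after overexpression (adjusted p = 0.218), among them *CDC20* (-0.89) and *PLK1* (-0.59), and 8 fell and 4 rose after siRNA (adjusted p = 0.678), among them *MCM6* (-0.80), while *CDK1* rose (1.11). Of 22 preadipocyte and extracellular matrix genes, 11 fell and 6 rose after overexpression (adjusted p = 0.218) and 11 fell and 8 rose after siRNA (adjusted p = 0.155), with *POSTN* at -0.81 after overexpression and *THY1* at -1.79 after siRNA. Of 21 unfolded protein and integrated stress response genes, 8 rose and 3 fell after overexpression (adjusted p = 0.455), with *DNAJB9* at 0.67, and 10 rose and 7 fell after siRNA (median 0.06, direction down, adjusted p = 0.911), with *ASNS* at -1.02 and *TRIB3* at -1.01.

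Of 6 endothelial markers, 1 rose and 2 fell after overexpression (adjusted p = 0.668), and 1 rose and 3 fell after siRNA (median -0.06, mean 0.09, direction down, adjusted p = 0.678). *CLEC14A* stood at 0.86 and -1.67, and *FLT1* rose after siRNA (2.56). Of the lymphocyte markers, *CD247* was tested alone, at 0.38 after overexpression and 0.12 after siRNA, and passed in neither. After siRNA, 2 of 20 macrophage markers rose and 1 fell (adjusted p = 0.916), with *TYROBP* at 1.48 and *MRC1* at -3.14. Of 11 skeletal and cardiac muscle genes, 2 rose and 3 fell after overexpression (median 0.04, mean -0.23, direction up, adjusted p = 0.635). Of 27 semaphorins and plexins, 8 rose and 8 fell after overexpression (median -0.04, mean 0.01, direction down, adjusted p = 0.796).

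Genes that section 3.3 names for the other comparison had these log2 fold changes. After overexpression, *ABL2* was at 0.32 (adjusted p = 0.00416, and 0.0549 with the length correction, in a range of 1.25e-19 to 0.0549), *ADGRB1* at 0.74 (adjusted p = 0.00347), *ARG1* at -0.32 (adjusted p = 0.683) and *ACTN2* at 0.04 (adjusted p = 0.914, and -0.12 without overexpression replicate 3). *ACTC1* was at -2.20 (adjusted p = 0.0166). It did not pass without control replicate 1 (0.0515), overexpression replicate 2 (0.0579) or overexpression replicate 3 (0.0520) or with the summed overexpression libraries (0.121). Its adjusted p ranged from 1.26e-10 to 0.121 over all alternatives but limma. After siRNA, *CSF2* was at 2.76 (adjusted p = 0.00114, and a ratio of 14.1 with a 95% counting interval of 4.61 to 70.3 without control replicate 3, which leaves 3 counts in the control), *TFPI* at 4.46 (adjusted p = 6.89e-13) and *ADORA1* at -0.40 (adjusted p = 0.496). *NOS3* had 4 counts after siRNA and 11 in the control, and *ADCY1* had 8 after overexpression and 6 in the control, both under the filter.

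Among genes that the paper measured by RT-qPCR, *CCND1* was at 0.12 after overexpression (adjusted p = 0.124, and 0.0226 without control replicate 3, in a range of 0.0226 to 0.503), and *CDK4* at -0.03 (adjusted p = 0.735) and -0.57 after siRNA. *CCNE1*, which may share reads with another gene and is uncertain, was at 0.37 after overexpression (adjusted p = 0.0302) and -0.39 after siRNA (adjusted p = 0.0294). After overexpression it did not pass with DESeq2 (0.121), with the summed overexpression libraries (0.130) or without control replicate 1 (0.0503), control replicate 3 (0.0914), overexpression replicate 1 (0.0506) or overexpression replicate 2 (0.136), in a range of 0.0218 to 0.136. After siRNA it did not pass with DESeq2 (0.113), with the 2 compared groups only (0.0525), with the exact test (0.0514) or without control replicate 2 (0.0948) or siRNA replicate 2 (0.134), in a range of 0.0234 to 0.134. *FASN* fell in both comparisons (-0.95 and -0.45), *DGAT1* was at -0.18 and -0.20, *DGAT2* was under the filter, *ACSL1* was at 0.09 and -0.19, *ACSS2* at -0.03 and -0.94, and *ACADL* at 0.21 and -0.96.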
